# Experimental autoimmune encephalomyelitis is associated with changes of the microbiota composition in the gastrointestinal tract

**DOI:** 10.1038/s41598-020-72197-y

**Published:** 2020-09-16

**Authors:** David M. Johanson, Jennifer E. Goertz, Ioana A. Marin, John Costello, Christopher C. Overall, Alban Gaultier

**Keywords:** Computational neuroscience, Data mining, Autoimmunity, Demyelinating diseases, Microbial communities

## Abstract

The gut microbiome is known to be sensitive to changes in the immune system, especially during autoimmune diseases such as Multiple Sclerosis (MS). Our study examines the changes to the gut microbiome that occur during experimental autoimmune encephalomyelitis (EAE), an animal model for MS. We collected fecal samples at key stages of EAE progression and quantified microbial abundances with 16S V3–V4 amplicon sequencing. Our analysis of the data suggests that the abundance of commensal Lactobacillaceae decreases during EAE while other commensal populations belonging to the Clostridiaceae, Ruminococcaceae, and Peptostreptococcaceae families expand. Community analysis with microbial co-occurrence networks points to these three expanding taxa as potential mediators of gut microbiome dysbiosis. We also employed PICRUSt2 to impute MetaCyc Enzyme Consortium (EC) pathway abundances from the original microbial abundance data. From this analysis, we found that a number of imputed EC pathways responsible for the production of immunomodulatory compounds appear to be enriched in mice undergoing EAE. Our analysis and interpretation of results provides a detailed picture of the changes to the gut microbiome that are occurring throughout the course of EAE disease progression and helps to evaluate EAE as a viable model for gut dysbiosis in MS patients.

## Introduction

Multiple Sclerosis (MS) is a prevalent autoimmune disease that leads to demyelination and neurodegeneration of the central nervous system (CNS)^1^. The main driver of injury in MS is the activation of T cells, which are thought to initiate myelin degradation and the development of autoimmunity^2^. T lymphocytes initially invade the CNS where they orchestrate the activation of CNS resident microglia and the recruitment of peripheral myeloid cells to attack and destroy myelin. Current therapies target the immune system and are associated with significant risk and incomplete efficacy, supporting the need for novel therapeutic approaches.

Although the etiology of MS is poorly understood, it is now clear that both genetic and environmental factors contribute to the disease^1^. Recent studies have begun to identify the gut microbiome as an active player in MS initiation and progression^3^. Indeed, the link between commensal microbiota and the immune system is becoming evident as the gut microbiota is essential for the education and maturation of immune cells and the immune system is key for surveillance and maintenance of a healthy gut flora^4^. It is well known that the gut microbiome is in a state of dysbiosis in both MS and experimental autoimmune encephalomyelitis (EAE), a well-accepted animal model of MS^3,5–7^. Multiple studies have shown that the microbiome is necessary to initiate disease, as germ-free (GF) animals^8^ or antibiotic-treated mice^9^ are resistant to EAE. Furthermore, Berer et al.^3^ utilized fecal samples obtained from monozygotic twin pairs discordant for MS to elegantly demonstrate that MS twin-derived microbiota induced a significantly higher incidence of EAE than the healthy twin-derived microbiota upon transfer in a GF spontaneous model of EAE^3^. Taken together, these pieces of evidence support a strong link between MS and the microbiome and warrant further studies to fully understand how the microbiome influences disease initiation and progression.

Here using EAE, we performed a longitudinal study to determine the microbiome composition at pre-onset, onset, peak and chronic phase with 16S-sequencing (16S-seq). Our study reveals a drastic reduction in *Lactobacillus* and an expansion of Clostridia bacteria, notably Peptostreptococcaceae. We applied multiple bioinformatics approaches to model how microbial populations and metagenome contents change over time. Our approach can be divided into three main arms: (1) Pairwise differential abundance analysis to reconstruct the changes in populations of individual bacterial taxa over time; (2) Construction of microbial co-occurrence networks to infer EAE-induced changes to microbe-microbe interactions and community structure from abundance data and; (3) Application of PICRUSt2 and weighted gene co-expression network analysis (WGCNA)^10^ to impute metagenomic abundances and identify putative associations between MetaCyc Enzyme Consortium (EC)^11^ pathways and disease parameters. Our study offers a detailed picture of gut microbiota dysbiosis over the course of EAE and benefits from a comprehensive dataset that spans multiple time points both before and during the disease. Our findings have the potential to generate hypotheses that could lead the way toward the development of gut centric therapeutic avenues for MS patients.

## Results

### EAE induced microbiome dysbiosis

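Clinical scores and body weights were recorded by the authors for 6 naïve, 6 CFA and 6 EAE mice. Experimental autoimmune encephalomyelitis (EAE) is a model of multiple sclerosis in which mice are immunized against a myelin protein. The deposited table gives a score and a weight in grams for each mouse and day, with no weight at -2 dpi (days prior to or post-immunization). The score rises with the extent of paralysis. The EAE group has 5 mice at 14 dpi, and the CFA group has 5 mice with sequenced samples at 29 dpi. Weights and scores were compared between groups at each day with exact permutation tests of the difference in means. These tests were two-sided and were adjusted by the Benjamini-Hochberg method over 12 comparisons of weight and 3 of score.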

To study how EAE progression impacts the microbiota composition, cohorts of C57BL/6J mice were immunized with either an emulsion of myelin oligodendrocyte protein (MOG) and Complete Freund’s Adjuvant (CFA) (EAE group) or Complete Freund’s Adjuvant alone (CFA). Mice without immunization (naïve) were also included in our study. As expected, EAE group mice presented with ascending paralysis and weight loss that are characteristic of EAE (Fig. 1A,B), while the CFA and naïve groups appeared normal. 

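EAE mice weighed 17.45 ± 1.00 g (SD, n = 6) at 8 dpi and 17.6 ± 2.25 g (SD, n = 5) at 14 dpi. Their weight was 15.7 ± 0.624 g (SD, n = 6) at 19 dpi and 18.2 ± 0.857 g (SD, n = 6) at 29 dpi. Naïve mice weighed 18.1 ± 0.767 g, 18.4 ± 0.878 g, 18.9 ± 0.621 g and 19.6 ± 0.734 g (SD, n = 6) at the same days, and CFA mice weighed 18.3 ± 0.426 g, 18.7 ± 0.691 g, 19.1 ± 0.521 g (SD, n = 6) and 19.2 ± 1.32 g (SD, n = 5). At 19 dpi, EAE mice were lighter than naïve mice by a mean difference of -3.20 g and than CFA mice by -3.37 g (exact permutation test, p = 0.00216, the smallest these groups allow, adjusted p = 0.0130 for both), and all 6 EAE mice were lighter than every other mouse. The difference from naïve mice was -1.42 g at 29 dpi (exact permutation test, p = 0.0195, adjusted p = 0.0779). At 8 and 14 dpi the differences from naïve mice were -0.650 g and -0.873 g and lay within the spread between mice (exact permutation test, p = 0.229 and 0.413). The clinical score was 0 in every naïve and CFA mouse. In EAE mice the score was 1.5 ± 1.66 (SD, n = 5) at 14 dpi, with 3 of 5 mice above 0 (exact permutation test against naïve mice, p = 0.0606). It was 2.58 ± 1.56 (SD, n = 6) at 19 dpi, with 5 of 6 mice above 0 (exact permutation test, p = 0.0152, adjusted p = 0.0227), and 3.04 ± 0.534 (SD, n = 6) at 29 dpi, with 6 of 6 mice above 0 (exact permutation test, p = 0.00216, adjusted p = 0.00649). Leaving out 1 EAE mouse at a time moved the mean score at 14 dpi between 1.00 and 1.88. The difference in weight from naïve mice at that day then lay between -1.33 g and -0.108 g.

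**Figure D1:**
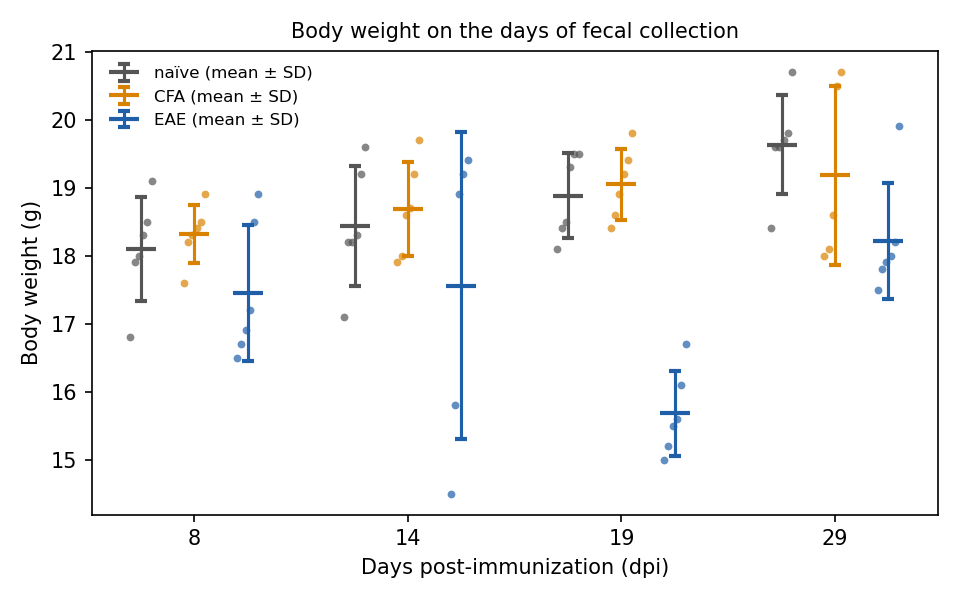
Body weight in grams (vertical axis) against dpi (horizontal axis) for naïve, CFA and EAE mice, with a dot per mouse and bars for the mean ± SD. The EAE mice at 19 dpi average 15.7 g and lie under all naïve and CFA mice of that day.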

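Samples of 6 mice per group were sequenced at each day, except for 5 EAE mice at 14 dpi and 5 CFA mice at 29 dpi. A sample of CFA mouse 548 at 29 dpi is listed in the deposited count table with a total of 0, so 88 of the 89 samples were used. The labels number the EAE mice differently at -2 and 8 dpi than at 14, 19 and 29 dpi, whereas the deposited sample table gives both sets the same subject numbers. The number differed between labels and sample table for 17 samples, and scores and weights differed for 0.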

Fecal pellets were sampled at different stages of the EAE (Fig. 1A) including before immunization (Day − 2), prior to symptom onset (Day 8), at early-onset (Day 14), at the peak (Day 19), and into the chronic phase of the model (Day 29). Next, we performed 16S-seq on fecal DNA isolated from naïve, CFA, and EAE animals at each time point (Fig. 1C). 

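The V3–V4 region of the bacterial 16S rRNA gene was amplified from fecal DNA and sequenced, and the authors inferred amplicon sequence variants (ASVs) from the reads with DADA2. They deposited read counts for 2295 ASVs without rarefying or scaling, together with names for 26 families and 73 genera. Total counts of the 88 samples ranged from 9202 to 102437 with a median of 64586. The medians were 65306.5 in the 30 naïve, 65928 in the 29 CFA and 55362 in the 29 EAE samples. The smallest share a sample could show, taken as 3 counts of its total, was 0.0326% at the lowest total. Such floors cover counting error only, since amplified reads are not independent molecules. Each sample held a median of 95 ASVs, and 1348 ASVs (58.7%) had counts in 1 sample only. The lowest number was 4 ASVs, in EAE mouse 555 at 8 dpi, the sample with the lowest total. Both primers, which contain 4 ambiguous positions in all, were still present in 2274 ASVs. Without the primers, 501 distinct sequences remained, and 2072 ASVs shared theirs with another ASV, up to 34 ASVs per sequence. ASVs that differ only within the primers are called primer variants here, and counts of ASVs in the following paragraphs count them separately, as the paper does.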

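For the principal component analysis, counts were normalized with DESeq2 size factors and variance-stabilized without regard to groups, and the 500 most variable ASVs were used. Mean positions of groups were compared at each day with two-sided exact permutation tests, adjusted over the 15 comparisons of each component. A component of such an analysis is a weighted sum of ASV abundances, ordered by the share of variance it explains.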

Principal component analysis (PCA) indicated that samples from EAE mice are distinct from the naive and CFA cohorts (Fig. 1D). The first principal component (PC1) separates EAE samples from CFA/naïve samples and can explain 13% of the variance among samples. 

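The first component (PC1) explained 12.9% of the variance. Mean PC1 in EAE mice was -22.8 at -2 dpi, 32.6 at 8 dpi, 77.5 at 14 dpi, 59.5 at 19 dpi and 70.6 at 29 dpi. In naïve mice it was -14.4, -22.4, -25.8, -18.7 and -23.7 at these days, and in CFA mice -29.7, -7.44, -40.1, -31.8 and 11.5. The difference between EAE and naïve mice was 103 at 14 dpi, 78.2 at 19 dpi and 94.3 at 29 dpi, and that between EAE and CFA mice was 118, 91.3 and 59.1 (exact permutation tests, p = 0.00216, the smallest possible, adjusted p = 0.00541 for all 6). EAE samples lay between 50.4 and 86.9 at 14 dpi, 51.1 and 77.5 at 19 dpi and 51.9 and 93.0 at 29 dpi, above the highest naïve or CFA sample, 38.4. At 8 dpi the difference was 55.0 from naïve mice (exact permutation test, p = 0.0108, adjusted p = 0.0232) and 40.1 from CFA mice (p = 0.0411, adjusted p = 0.0685). No comparison at -2 dpi passed (exact permutation tests, p = 0.167 to 0.450). With primer variants merged, an alternative chosen after seeing the data, PC1 explained 10.3% and the difference between EAE and naïve mice became 22.6, 29.6, 23.4 and 1.09 at 8, 14, 19 and 29 dpi (exact permutation tests, p = 0.0216, 0.00216, 0.00649 and 0.803). EAE mice then differed from CFA mice at each of these days (exact permutation tests, p = 0.00216), but before immunization, at -2 dpi, EAE already differed from CFA mice by 25.1 (p = 0.0260) and CFA from naïve mice by -31.4 (p = 0.00216).

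**Figure D2:**
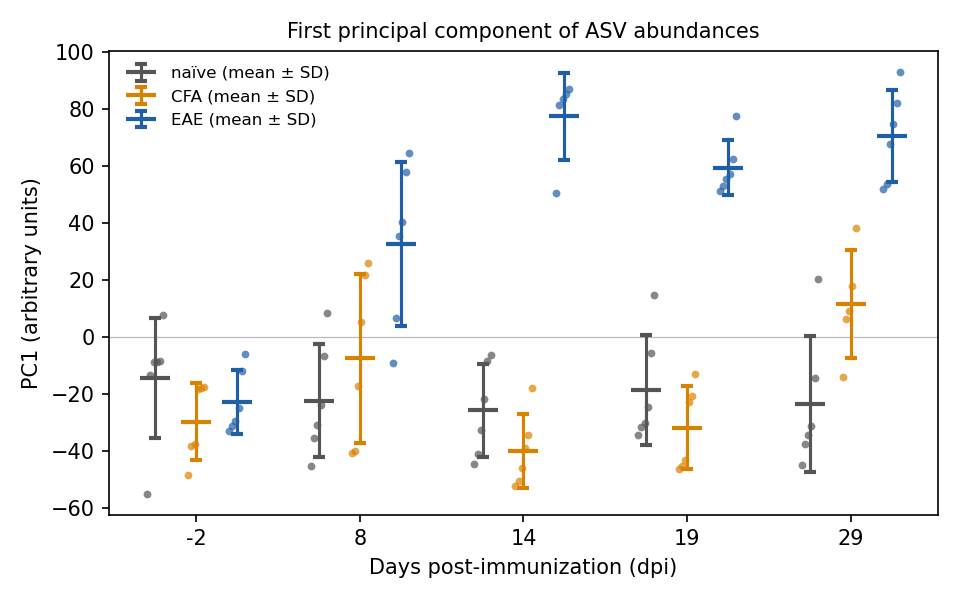
PC1 score (vertical axis, no unit) against dpi (horizontal axis) for naïve, CFA and EAE mice, with a dot per mouse and bars for the mean ± SD. The EAE samples from 14 dpi on lie at or above 50.4, and all naïve and CFA samples lie at or under 38.4.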

The second principal component (PC2) accounts for 8% of total variance but does not appear to have a strong association with time or treatment. 

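PC2 explained 8.53% of the variance. Of its 15 comparisons between groups, 2 passed adjustment, both between CFA and naïve mice. Their mean PC2 differed by 53.0 at 8 dpi (exact permutation test, p = 0.00216, adjusted p = 0.0325) and by 47.7 at 14 dpi (p = 0.00649, adjusted p = 0.0487). The adjusted p-value of the other 13 was at least 0.260 (exact permutation tests).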

CFA samples at 8 dpi (days prior to or post-immunization), however, are separated from other CFA and naïve samples along PC2. 

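Mean PC2 of CFA samples at 8 dpi was 45.5 ± 14.0 (SD, n = 6), with samples between 29.2 and 63.1, whereas naïve samples of that day lay between -30.3 and 14.4. In CFA mice at 14 dpi, PC2 ranged from 13.8 to 38.2 with a mean of 27.1, and means at -2, 19 and 29 dpi were -14.6, -10.5 and -36.6.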

PC1 is positively correlated with clinical score (r = 0.662, P-val = 2.101e−12, Table S2) and negatively correlated with weight (r = − 0.419, P-val = 2.962e−4, Table S2). 

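Scores are 0 outside the EAE group and EAE samples from 14 dpi on form a cluster of their own on PC1, so correlations were computed among the 6 EAE mice of a day, at 19 and 29 dpi. None was computed among the 5 EAE mice of 14 dpi. Their PC1 was 86.9, 50.4, 85.4, 81.3 and 83.5 at scores of 1, 3, 0, 0 and 3.5. With clinical score, Pearson's r of PC1 was 0.179 at 19 dpi (exact permutation test, p = 0.700; Spearman's rho 0.0883, p = 0.933) and 0.762 at 29 dpi (p = 0.0750; rho 0.754, p = 0.0944). With body weight, r was -0.191 at 19 dpi (exact permutation test, p = 0.719; rho -0.200, p = 0.714) and -0.199 at 29 dpi (p = 0.728; rho -0.429, p = 0.419). The adjusted p-values of these 4 relations were at least 0.300. Without the 2 mice farthest from the median, r with score became 0.268 at 19 dpi and 0.510 at 29 dpi, and r with weight became 0.831 and -0.224. With a centred log ratio in place of variance stabilization, r with score at 29 dpi was 0.835 (exact permutation test, p = 0.0472). With primer variants merged, an alternative chosen after seeing the data, r with score was negative at 19 and 29 dpi (exact permutation tests, p above 0.05).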

PC1 visually segregates EAE samples from the rest of the dataset, and significant correlations with weight and score support the observation that EAE progression is associated with changes in gut microbiota. 

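Among samples of a group, PC1 did not follow sequencing depth: with both centred on their group and day, Spearman's rho between PC1 and total counts was 0.160. The paper takes the correlations of PC1 with weight and score over all samples as support for its observation, from the separation along PC1, that changes in the gut microbiota go with EAE progression.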

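Shannon, Simpson and Inverse Simpson metrics were computed from the ASV counts as deposited, without rarefying. All 3 rise as more ASVs share the counts of a sample and as they share them more evenly. Groups were compared at each day, and by the mean of each mouse over 14, 19 and 29 dpi, with two-sided exact permutation tests. This gave 54 comparisons.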

The distinction between EAE and other groups was also apparent in alpha diversity measurements (Fig. 1E). Indeed, examination of microbial diversity metrics calculated from Amplicon Sequence Variant (ASV) abundances revealed that alpha diversity decreases in EAE samples (Fig. 1E, Table S3). 

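Of the 54 comparisons of diversity, 4 had an unadjusted p-value under 0.05 and 0 an adjusted one (exact permutation tests, lowest adjusted p = 0.468). Of the 4, 2 were between CFA and naïve mice at -2 dpi and 2 between EAE and CFA mice at 14 dpi. A single comparison at the smallest possible p-value would reach an adjusted p of 0.117. EAE mice held a Shannon metric of 4.16 ± 0.193 (SD, n = 6) at -2 dpi, 3.56 ± 1.25 (SD, n = 6) at 8 dpi, 4.19 ± 0.413 (SD, n = 5) at 14 dpi, 3.94 ± 0.588 (SD, n = 6) at 19 dpi and 4.33 ± 0.552 (SD, n = 6) at 29 dpi. Means of naïve mice at these days were 4.01, 4.20, 4.29, 4.24 and 4.20. The difference between EAE and naïve mice was 0.145 (p = 0.225), -0.640 (p = 0.314), -0.100 (p = 0.714), -0.303 (p = 0.290) and 0.127 (p = 0.654) in turn (exact permutation tests). The EAE mean at 8 dpi includes mouse 555 with a Shannon metric of 1.30, in a sample of 4 ASVs. That at 19 dpi includes mouse 595 with 2.88, in a sample of 25 ASVs. The Shannon metric was not tested without these samples.

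**Figure D3:**
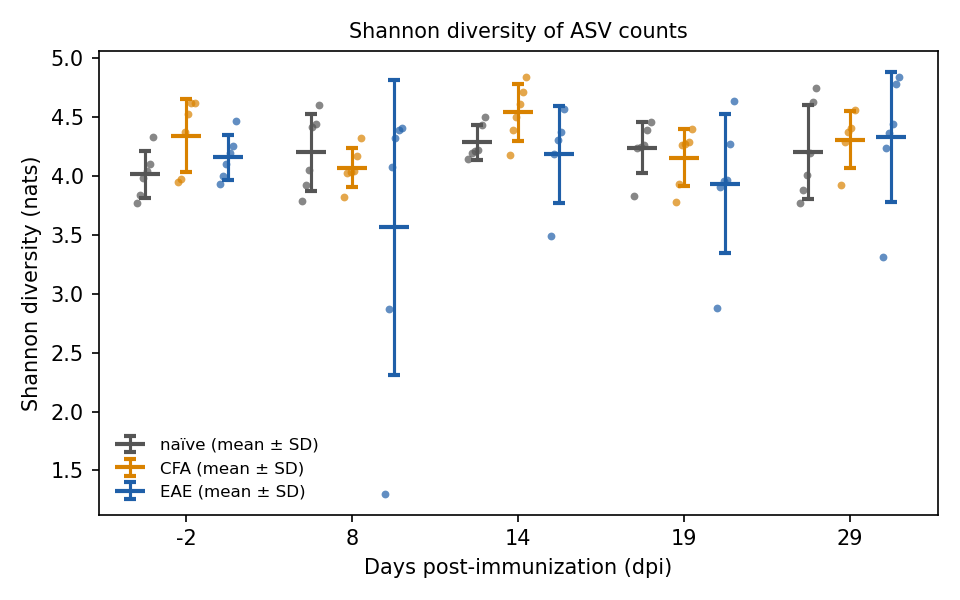
Shannon metric (vertical axis, no unit) against dpi (horizontal axis) for naïve, CFA and EAE mice, with a dot per mouse and bars for the mean ± SD. The mean of EAE mice at 8 dpi is 3.56 with an SD of 1.25, and the ranges of the 3 groups overlap at every day.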

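Averaged per mouse over 14, 19 and 29 dpi, the Shannon metric was 4.17 ± 0.340 in EAE mice, 4.24 ± 0.185 in naïve mice and 4.33 ± 0.140 in CFA mice (SD, n = 6 each). EAE mice differed from naïve mice by -0.0726 (exact permutation test, p = 0.639). With primer variants merged, an alternative chosen after seeing the data, the sign reversed and the difference was 0.418 (exact permutation test, p = 0.0411). The Simpson metric averaged in this way was 0.977 ± 0.00898 in EAE and 0.980 ± 0.00426 in naïve mice (SD, n = 6 each), a difference of -0.00260 (exact permutation test, p = 0.528). Between EAE and CFA mice at 14 dpi, the Simpson metric differed by -0.00827 (exact permutation test, p = 0.0346, adjusted p = 0.468).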

Shannon and Simpson metrics indicated that diversity is lower in EAE mice following immunization. The Inverse Simpson metric also indicates that diversity was lower but more variable among EAE mice following immunization (Fig. 1E).

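The Inverse Simpson metric, averaged per mouse over 14, 19 and 29 dpi, was 56.6 ± 14.9 in EAE mice, 55.5 ± 11.2 in naïve mice and 63.5 ± 8.82 in CFA mice (SD, n = 6 each). EAE mice differed from naïve mice by 1.07 (exact permutation test, p = 0.890). With the median of the 3 days in place of their mean, the difference was -5.82 (exact permutation test, p = 0.433). At 14 dpi, EAE mice differed from CFA mice by -30.2 (exact permutation test, p = 0.0325, adjusted p = 0.468). The mean distance of mice from the median of their group was larger in EAE than in naïve mice by 3.29 (exact permutation test, p = 0.420) and larger than in CFA mice by 5.30 (p = 0.175). From these metrics, the paper concludes that alpha diversity decreases in EAE samples.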

**Figure 1:**
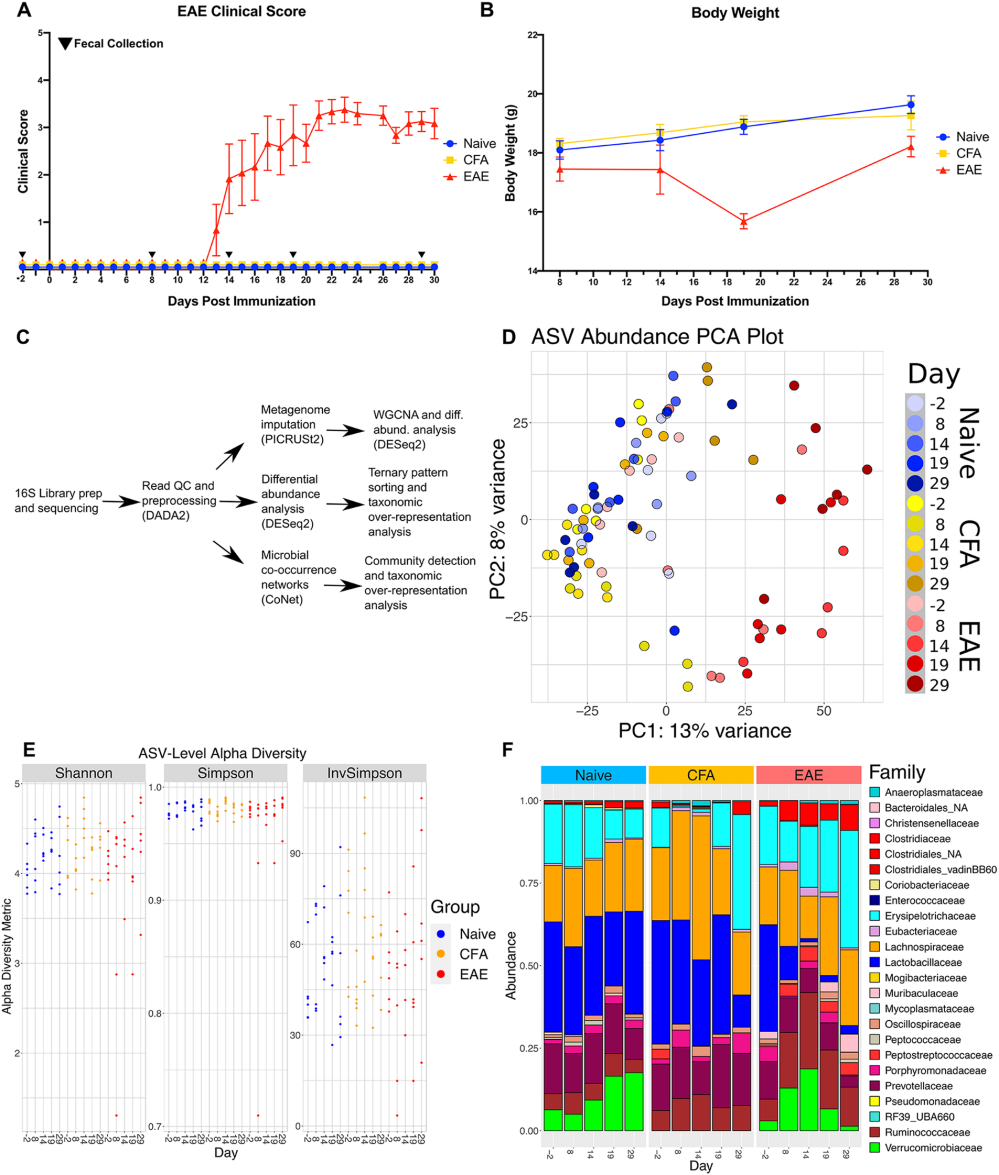
Microbiome dysbiosis is initiated following CFA and MOG immunization. (**A**) EAE clinical scores and (**B**) Weights of the 3 groups (Two-way ANOVA revealed that Time and Treatment accounted for 15.40% and 41.01% of variation respectively. P = 0.0121 and P < 0.0001 for each source). Black triangles represent days of fecal collection for 16S-seq libraries during course of experiment. (**C**) Workflow representing the bioinformatics applications and analyses applied to the 16S-seq dataset. The three main approaches include: differential abundance analysis, co-occurrence network analysis, and PICRUSt2 metagenome imputation. (**D**) PCA plot representing the first two principal components of the 16S ASV dataset after normalization and application of the variance-stabilizing transformation in DESeq2. Point color represents treatment group and days since immunization. (**E**) The Shannon, Simpson, and Inverse Simpson alpha diversity metrics for each sample plotted against dpi and colored by treatment group. Values were calculated with Phyloseq and are available in Table S3. (**F**) Stacked barplot of the relative abundances of each identified bacterial family. Relative abundances were derived from raw ASV abundances that had been grouped by family. Family bars are stacked in alphabetical order as they appear in the legend.

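Relative abundances are percents of a sample's counts after grouping ASVs by family. Among the 26 families, the largest change of the EAE mean since -2 dpi was that of Lactobacillaceae at each of 8, 14, 19 and 29 dpi. The next largest was an increase of Ruminococcaceae, by 14.3, 20.8 and 12.6 percentage points at 8, 14 and 19 dpi, and of Erysipelotrichaceae, by 18.5 points, at 29 dpi. The changes at 8 dpi include EAE mouse 555, a sample of 4 ASVs, and the order of families without it was not computed. Between groups, differences in mean percent were compared with two-sided exact permutation tests, adjusted over the 26 families of a day.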

At the family rank, the most drastic change was a decrease in Lactobacillaceae (blue) in the EAE group (Fig. 1F). Lactobacillaceae was the dominant family in naïve, EAE, and CFA mice before immunization, accounting for 33–37% of the gut microbiome (Table S1D). This observation holds true for the parent taxa, Bacilli and Lactobacillales, as well as the principal genus, *Lactobacillus*. 

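At -2 dpi, Lactobacillaceae took 34.1% ± 12.4 of counts in naïve mice, 38.1% ± 11.9 in CFA mice and 31.5% ± 8.26 in EAE mice (SD, n = 6 each), more than any other family. The second family was Lachnospiraceae in naïve mice (18.0%) and CFA mice (21.7%) and Erysipelotrichaceae in EAE mice (18.1%).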

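Nearly all counts of class Bacilli and order Lactobacillales belonged to Lactobacillaceae. In EAE mice at 14 dpi, Bacilli took 1.25% ± 0.752 (SD, n = 5) of counts. Bacilli of EAE mice differed from those of naïve mice by -29.4 percentage points at 14 dpi, -21.2 at 19 dpi and -29.2 at 29 dpi (exact permutation tests, adjusted p = 0.00649, 0.00974 and 0.0195 over the classes). For genus Lactobacillus, which held all counts of the family, the adjusted p-values over 73 genera were 0.0198, 0.0395 and 0.0527 (exact permutation tests), with every EAE mouse under every naïve mouse at 14 dpi.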

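In EAE mice, Lactobacillaceae took 14.5% ± 13.1 of counts (SD, n = 6) at 8 dpi, 1.14% ± 0.809 (SD, n = 5) at 14 dpi, 1.60% ± 2.40 (SD, n = 6) at 19 dpi and 2.61% ± 2.07 (SD, n = 6) at 29 dpi. In naïve mice the percents were 29.3 ± 21.2, 30.7 ± 10.8, 22.7 ± 11.8 and 31.8 ± 18.5 (SD, n = 6) at these days. The family had no counts in EAE mouse 595 at 19 dpi, a sample with a total of 15279, and in mouse 593 at 29 dpi. The difference between EAE and naïve mice was -14.9 points at 8 dpi (exact permutation test, p = 0.169), -29.5 at 14 dpi (p = 0.00216, adjusted p = 0.00938), -21.1 at 19 dpi (adjusted p = 0.0141) and -29.2 at 29 dpi (adjusted p = 0.0422). Against -2 dpi, the change within EAE mice was -17.0 points at 8 dpi, with 5 of 6 mice lower (paired exact sign-flip permutation test, p = 0.0938). Mouse 555, at 39.5%, was the sixth. Without it, in a test chosen after seeing the data, the differences at 8 dpi were -19.9 points from naïve mice (exact permutation test, p = 0.0606) and -22.2 from -2 dpi, with 5 of 5 mice lower (paired exact sign-flip permutation test, p = 0.0625, the smallest 5 mice allow). At 14, 19 and 29 dpi it was -30.3, -29.9 and -28.9 points (unpaired exact permutation tests, p = 0.00216, adjusted p = 0.0141, 0.0281 and 0.0281). With percents of each group's pooled reads, the differences from naïve mice had the same sign at the 4 days.

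**Figure D4:**
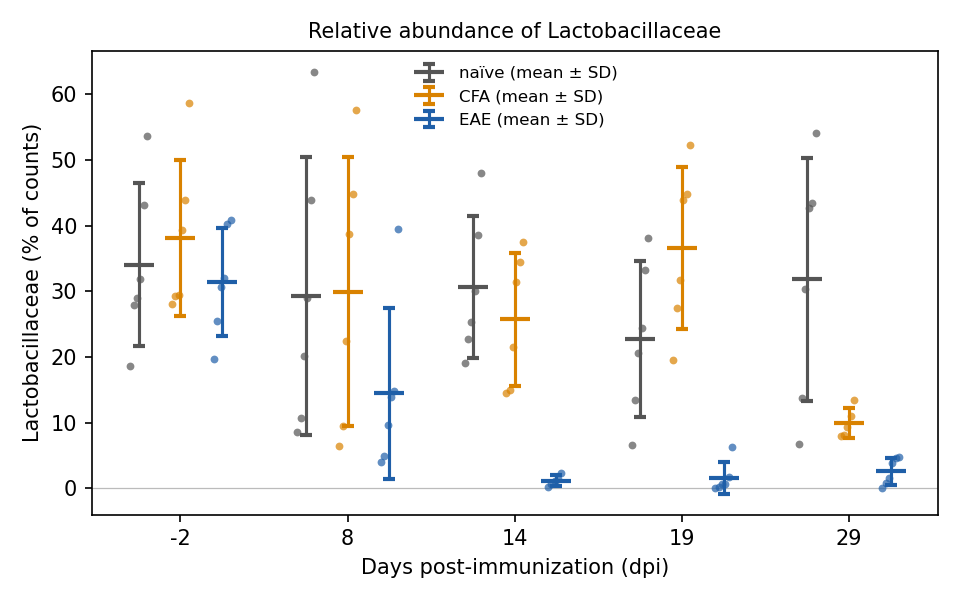
Lactobacillaceae as percent of a sample's counts (vertical axis) against dpi (horizontal axis) for naïve, CFA and EAE mice, with a dot per mouse and bars for the mean ± SD. EAE mice average 31.5% at -2 dpi and 1.14% at 14 dpi, and CFA mice average 9.97% at 29 dpi.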

The proportion of Lactobacillaceae started to decrease at EAE onset, 14 days after immunization (Figs. 1F, S1, Table S1D). Lactobacillaceae relative abundance also decreased in the post-immunization CFA group but not as robustly as the EAE group (Fig. 1F, Table S1D). 

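In CFA mice, Lactobacillaceae took 29.9% ± 20.5, 25.7% ± 10.1 and 36.6% ± 12.4 (SD, n = 6) at 8, 14 and 19 dpi and 9.97% ± 2.27 (SD, n = 5) at 29 dpi. Changes since -2 dpi in CFA mice were -8.22, -12.4 and -1.52 points at 8, 14 and 19 dpi (paired exact sign-flip permutation tests, p = 0.313, 0.125 and 0.875). At 29 dpi the change was -27.9 points and 5 of 5 mice were lower (paired exact sign-flip permutation test, p = 0.0625, the smallest 5 mice allow). CFA mice differed from naïve mice at 29 dpi by -21.9 points (exact permutation test, p = 0.0368, adjusted p = 0.319). EAE mice were under CFA mice by -24.6 points at 14 dpi (exact permutation test, p = 0.00433, adjusted p = 0.0188), -35.0 at 19 dpi (p = 0.00216, adjusted p = 0.0113) and -7.36 at 29 dpi (p = 0.00216, adjusted p = 0.0563). With mice paired across days (EAE mice by the subject numbers of the sample table), the change since -2 dpi differed between EAE and CFA mice by -19.1 points at 14 dpi (exact permutation test, p = 0.0498, adjusted p = 0.128), -28.3 at 19 dpi (p = 0.00866, adjusted p = 0.0519) and -0.927 at 29 dpi (p = 0.883).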

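Clostridiaceae, Ruminococcaceae, Lachnospiraceae and Peptostreptococcaceae together took 25.8% ± 10.3 of counts in EAE mice at -2 dpi and 50.0% ± 6.02, 51.3% ± 13.3, 49.1% ± 7.24 and 45.7% ± 13.8 at 8, 14, 19 and 29 dpi (SD, n = 6, or 5 at 14 dpi). Naïve mice held 24.0%, 29.8%, 23.4%, 29.5% and 27.9% in these families, and CFA mice 32.0%, 43.4%, 54.7%, 26.9% and 31.1%. Ruminococcaceae rose in EAE mice from 6.30% at -2 dpi to 20.6%, 27.1%, 18.9% and 11.3%, and differed from naïve mice by 14.2 points at 8 dpi (exact permutation test, p = 0.0216, adjusted p = 0.188), 21.9 at 14 dpi (adjusted p = 0.00938), 12.1 at 19 dpi (adjusted p = 0.0141) and 7.38 at 29 dpi (p = 0.0195, adjusted p = 0.0724). The values at 8 dpi include EAE mouse 555, a sample of 4 ASVs. Of its counts, 28.1% and 19.9% were of single Ruminococcaceae ASVs. Ruminococcaceae were not tested without this mouse. Clostridiaceae took 1.45%, 4.64%, 6.34%, 5.94% and 8.05% in EAE mice, with differences from naïve mice of 5.56 points at 14 dpi (exact permutation test, adjusted p = 0.00938), 4.18 at 19 dpi (p = 0.0130, adjusted p = 0.0675) and 6.21 at 29 dpi (p = 0.00433, adjusted p = 0.0422). Lachnospiraceae of EAE mice differed from those of naïve mice by -0.960, -4.97, -0.423 and 0.334 points at 8, 14, 19 and 29 dpi (exact permutation tests, p at least 0.162). The sign at 19 dpi reversed, to 2.73 points, with percents of pooled reads. Peptostreptococcaceae took 0.528% in EAE mice at -2 dpi (2 of 6 mice above 0), 2.72% at 8 dpi (2 of 6), 5.44% ± 3.20 at 14 dpi (5 of 5), 3.73% ± 2.48 at 19 dpi (6 of 6) and 3.89% ± 2.43 at 29 dpi (5 of 6). After -2 dpi it was at 0 in every naïve and CFA mouse. Its difference from naïve mice had adjusted p-values of 0.00938 at 14 dpi, 0.0141 at 19 dpi and 0.0657 at 29 dpi (exact permutation tests).

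**Figure D5:**
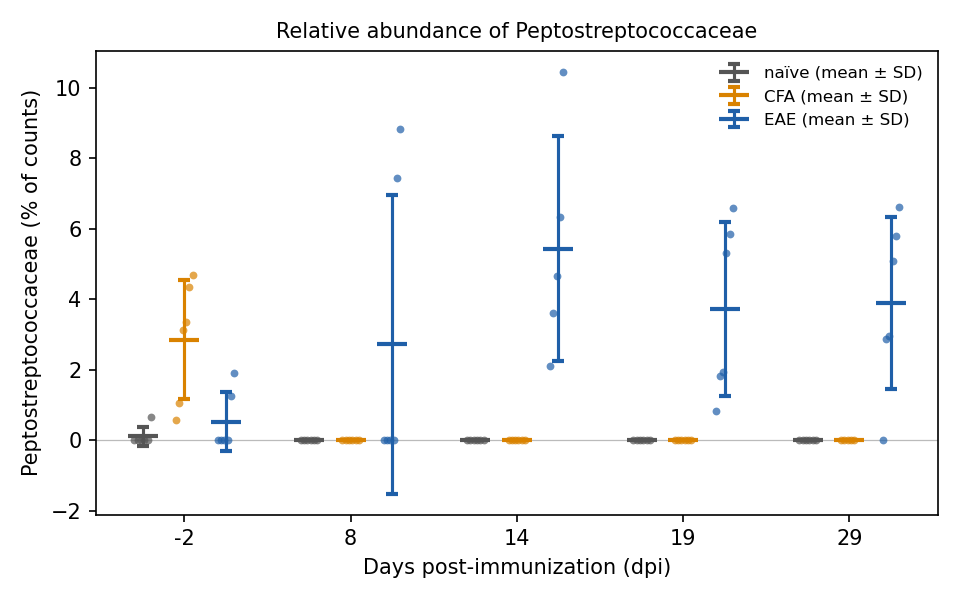
Peptostreptococcaceae as percent of a sample's counts (vertical axis) against dpi (horizontal axis) for naïve, CFA and EAE mice, with a dot per mouse and bars for the mean ± SD. All naïve and CFA mice are at 0 from 8 dpi on, and EAE mice average 5.44% at 14 dpi.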

Clostridia families (Clostridiaceae, Ruminococcaceae, Lachnospiraceae, and Peptostreptococcaceae) generally expanded in abundance after MOG immunization (Fig. 1F, Table S1D). 

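Genera were compared in the same way, with adjustment over 73 genera. Clostridium sensu stricto 1 took 1.41% of counts in EAE mice at -2 dpi and 7.98% at 29 dpi. It differed from naïve mice by 6.07 points at 14 dpi (exact permutation test, adjusted p = 0.0198), 4.44 at 19 dpi (p = 0.0108, adjusted p = 0.113) and 6.25 at 29 dpi (p = 0.00433, adjusted p = 0.0790). Ruminiclostridium took 0% in EAE mice at -2 dpi and 1.27%, 6.45%, 3.42% and 0.915% at 8, 14, 19 and 29 dpi, a difference from naïve mice of 6.45 points at 14 dpi (exact permutation test, adjusted p = 0.0198) and 3.39 at 19 dpi (p = 0.0606). Romboutsia held all counts of Peptostreptococcaceae, with adjusted p-values against naïve mice of 0.0198 at 14 dpi, 0.0395 at 19 dpi and 0.123 at 29 dpi (exact permutation tests). Ruminococcus differed from naïve mice by 3.62, 2.87 and 1.33 points at 14, 19 and 29 dpi (exact permutation tests, p = 0.0303, 0.0130 and 0.00866, adjusted p = 0.158, 0.119 and 0.0903). Coprococcus differed by 2.11 points at 19 dpi (exact permutation test, p = 0.0411, adjusted p = 0.273).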

More changes were observed at the genus rank; *Clostridium sensu stricto* *1*, *Ruminiclostridium*, *Ruminococcus*, *Romboutsia*, and *Corpococcus* presented with elevated abundance post-immunization (Fig. S1E, Table S1E). Another family, Erysipelotrichia maintained moderate abundance in naïve samples throughout the experiment, but was elevated in EAE immunized mice during the peak (day 19) and chronic (day 29) phases of the disease (Fig. 1F, Table S1D). 

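Erysipelotrichaceae took 16.9%, 17.7%, 15.5%, 8.18% and 8.23% of counts in naïve mice from -2 to 29 dpi and 18.1%, 9.36%, 17.7%, 23.7% and 36.5% in EAE mice. EAE mice exceeded naïve mice by 15.5 points at 19 dpi (exact permutation test, p = 0.0195, adjusted p = 0.0844) and by 28.3 points at 29 dpi (p = 0.00649, adjusted p = 0.0422). In CFA mice the percents were 11.6, 0.441, 1.16, 12.7 and 33.8, and the difference between EAE and CFA mice at 29 dpi was 2.76 points (exact permutation test, p = 0.675).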

Taken together our data suggest that EAE induces a rapid dysbiosis characterized by *Lactobacillus* depletion and dramatic growth in *Romboutsia* and various Clostridia and Ruminococcaceae populations. 

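Of the 26 families, the number whose percent differed between EAE and naïve mice with an adjusted p-value under 0.05 was 0 at -2 dpi, 0 at 8 dpi, 6 at 14 dpi, 4 at 19 dpi and 4 at 29 dpi (exact permutation tests). At an unadjusted p-value under 0.05 the numbers were 0, 3, 7, 7 and 7. Of the 73 genera, 9 differed at 14 dpi, 4 at 19 dpi and 0 at the other days, with 2, 3, 16, 11 and 9 at an unadjusted p-value under 0.05 from -2 to 29 dpi. From the relative abundances, the paper proposes that EAE induces a rapid dysbiosis with depletion of Lactobacillus and growth of Romboutsia, Clostridia and Ruminococcaceae.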

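Between CFA and naïve mice, 0 families differed at -2 dpi, 2 each at 8, 14 and 19 dpi, and 0 at 29 dpi with an adjusted p-value under 0.05 (exact permutation tests), and 3, 2, 7, 3 and 3 at an unadjusted one. Erysipelotrichaceae differed by -17.2 points at 8 dpi (exact permutation test, adjusted p = 0.0281), Lachnospiraceae by 26.3 points (adjusted p = 0.0281) and Ruminococcaceae by 5.67 points (adjusted p = 0.0281) at 14 dpi, and Clostridiaceae by -1.65 points at 19 dpi (adjusted p = 0.0281). Verrucomicrobiaceae was at 0 in every CFA mouse at 19 dpi and took 7.46% to 31.5% in naïve mice (mean 17.0%). It was already at 0 in every CFA mouse at -2 dpi. Erysipelotrichaceae at 29 dpi differed by 25.6 points (exact permutation test, p = 0.0195, adjusted p = 0.253). Whether a family changed more in EAE than in CFA mice since -2 dpi was tested directly for Lactobacillaceae, Ruminococcaceae and Erysipelotrichaceae at 4 days, as part of 36 comparisons between the 3 groups that were adjusted together, with EAE mice paired across days by the subject numbers of the sample table, and the increase of Ruminococcaceae was larger in EAE than in CFA mice at 19 dpi (exact permutation test, p = 0.00216, adjusted p = 0.0390).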

Surprisingly, immunization with CFA alone was sufficient to drive similar change in microbiota composition albeit to a lesser extent.

### Differential abundance analysis highlights a subset of EAE-responsive microbes

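Differential abundance was tested with edgeR's quasi-likelihood test on the counts as deposited, with DESeq2 as the alternative. DESeq2 was fitted to groups of treatment and day, and the model that the paper's methods give, treatment plus time, was not fitted. The 15 groups of treatment and day were fitted together, and normalization factors from the TMMwsp method of edgeR were computed on genera and used at every rank. Taxa with counts in at least 3 samples were tested, which kept 23 families, 65 genera and 648 ASVs. Adjusted p-values are Benjamini-Hochberg values over the taxa of a comparison. Relative to total counts, the factors moved the median log2 fold change of a comparison by -0.59 to 0.07. Single families moved by more than these medians, among them Lactobacillaceae and Ruminococcaceae at 8 dpi, as given below. Where all samples of the reference group held 3 counts or fewer, only a lower bound of the fold is given.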

To characterize the response profile of every detectable taxon in our dataset, we applied DESeq2, a computational tool to perform differential abundance analysis^12^. Differential abundance analysis was applied in two major frameworks. The first involves pairwise comparisons between two experimental groups at each time point (i.e. pairwise comparisons at − 2, 8, 14, 19, and 29 dpi). This framework was applied to each cross-treatment pair independently (EAE/naïve, CFA/naïve, and CFA/EAE). The second testing framework focused on comparing every time point within a single treatment group to the corresponding pre-immunization time point (i.e. CFA 8/− 2, CFA 14/− 2, CFA 19/− 2, and CFA 29/− 2). This framework was performed on naïve, EAE, and CFA samples. The analysis was independently repeated on abundance data that had been grouped (agglomerated) at each taxonomic rank (phylum, class, order, family, genus, species, ASV) to obtain differential abundance results for all taxa.

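Over 8, 14, 19 and 29 dpi, 19 differences of families between EAE and naïve mice had an adjusted p-value under 0.05 in edgeR's test, 9 of them higher and 10 lower in EAE mice. These were 4, 3, 6 and 6 at the 4 days, and 0 at -2 dpi (3 at an unadjusted p-value under 0.05). DESeq2 called 26, and fitting only the groups compared called 11. Lactobacillaceae and Peptostreptococcaceae were each called between EAE and naïve mice at all 4 days.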

Lactobacillaceae and Peptostreptococcaceae exhibited opposite patterns during the course of EAE disease progression (Fig. 2A, Tables S5, S7D). 

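In EAE against naïve mice, Lactobacillaceae had a log2 fold change of -5.32 (standard error 1.05, adjusted p = 6.53e-05 from edgeR's quasi-likelihood test) at 14 dpi. It was -4.75 (standard error 0.94, adjusted p = 7.19e-05) at 19 dpi and -4.46 (standard error 0.93, adjusted p = 0.000182) at 29 dpi. At 8 dpi it was -2.54 (standard error 0.86, adjusted p = 0.0301), and at -2 dpi -0.58 (adjusted p = 1). The alternative that moved these most was scaling by total counts, which gave -1.02 at 8 dpi (adjusted p = 0.434), and the call at 8 dpi was also lost with only the groups compared (adjusted p = 0.0671). When 1 EAE mouse at a time was left out, the value at 14 dpi stayed between -5.66 and -5.08 (adjusted p = 0.000201 to 0.000729 in edgeR's test, 5 of 5 fits called). No such fit was made at 8 dpi, so the call of that day was not tested without EAE mouse 555. For CFA against naïve mice at 29 dpi it was -2.25 (adjusted p = 0.0700), and it was called with DESeq2 (adjusted p = 0.0393) and only the groups compared (adjusted p = 0.0418).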

Lactobacillaceae was significantly depleted at all time points following symptom onset (14, 19, and 29 dpi) in EAE/naïve comparisons (Fig. 2A: log2 fold change (L2FC) = − 5.329, − 3.653, − 4.072, P-adj. = 1.92e−13, 2.33e−7, 6.6e−9, Table S5A–E). Within-treatment differential abundance analysis also suggests that Lactobacillaceae was depleted in EAE mice after the pre-clinical phase (8 dpi) (14/− 2, 19/− 2, 29/− 2 dpi: L2FC = − 5.223, − 3.926, − 3.161, P-adj. = 1.25e−12, 8.38e−8, 1.96e−5, Table S5X-AA). Conversely, Peptostreptococcaceae was elevated in EAE/naïve comparisons following immunization (Fig. 2A: 8, 14, 19, 29 dpi: L2FC = 9.567, 10.046, 10.355, 10.581, P-adj. = 3.02e−14, 1.09e−14, 9.4e−17, 2.26e−17, Table S5A–E). 

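Against -2 dpi, Lactobacillaceae of EAE mice had a log2 fold change of -2.21 (adjusted p = 0.0803 in edgeR's test) at 8 dpi, -5.08 (adjusted p = 0.000126) at 14 dpi, -4.89 (adjusted p = 4.51e-05) at 19 dpi and -3.76 (adjusted p = 0.00178) at 29 dpi. With the subject of the sample table as a replicate block, an alternative chosen after seeing the data, the values were -2.19 (adjusted p = 0.475), -5.32 (adjusted p = 0.0387), -5.21 (adjusted p = 0.0316) and -3.86 (adjusted p = 0.115). With the mouse number of the labels as the block, the value at 8 dpi was -2.55 (adjusted p = 0.0550), and with only the groups compared it was called (-2.43, adjusted p = 0.00320). The calls at 19 and 29 dpi were lost with only the groups compared. Samples of 1 mouse deviated from their group means with a mean correlation of 0.0555 when EAE mice were matched by subject, 0.132 by label, 0.0460 for naïve and 0.0179 for CFA mice. Over all families, 4 changes within EAE mice were called without the block and 3 with it. In CFA mice, the change of Lactobacillaceae at 29 dpi was -2.36 (adjusted p = 0.108) without and -2.12 (adjusted p = 0.0268) with the mouse number as the block. Within naïve mice, 2 families were called without the block and 0 with it (5 at an unadjusted p-value under 0.05).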

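Peptostreptococcaceae was at or under 3 counts in every naïve mouse after -2 dpi. In EAE mice its abundance was at least 505-fold higher at 8 dpi, 988-fold at 14 dpi, 892-fold at 19 dpi and 1086-fold at 29 dpi, with 2 of 6, 5 of 5, 6 of 6 and 5 of 6 mice above 3 counts. The adjusted p-values in edgeR's test were 0.00759, 0.00173, 0.00332 and 0.00237. Before immunization the log2 fold change was 1.48 (adjusted p = 1). Within EAE mice, Peptostreptococcaceae changed against -2 dpi by 2.32, 3.26, 2.30 and 2.99 on the log2 scale (adjusted p at least 0.444), and by 2.17, 11.24, 10.35 and 10.21 with the subject as a replicate block (adjusted p = 0.547, 0.0556, 0.130 and 0.115; mean correlation of samples from 1 subject 0.0555).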

EAE/CFA comparisons supported this observation (Fig. 2A, Table S5F–J). 

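In EAE against CFA mice, Lactobacillaceae had log2 fold changes of -2.42 (adjusted p = 0.0186), -4.67 (adjusted p = 0.000196), -5.47 (adjusted p = 7.24e-06) and -2.21 (adjusted p = 0.0484) at 8, 14, 19 and 29 dpi in edgeR's test. The call at 8 dpi was lost with DESeq2 (adjusted p = 0.148) and total counts (adjusted p = 0.340). The call at 29 dpi was lost with total counts (adjusted p = 0.0638), no filter (adjusted p = 0.0550) and only the groups compared (adjusted p = 0.278), and in all 5 fits that left out 1 CFA mouse (adjusted p = 0.0684 to 0.0903). Peptostreptococcaceae was at least 526-, 1223-, 605- and 956-fold higher in EAE than in CFA mice at these days (adjusted p = 0.00334, 0.00120, 0.00297 and 0.00609). CFA mice held this family at -2 dpi, in 6 of 6 mice, and then lost it: the change against -2 dpi had adjusted p-values of 0.00507, 0.00412, 0.00667 and 0.0127. With the mouse number as a replicate block these became 0.150, 0.198, 0.294 and 0.189, for a mean correlation of samples from 1 CFA mouse of 0.0179. Across all families, 35 differences between EAE and CFA mice were called over the 4 days, 23 of them higher in EAE mice.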

Bacterial genera *Romboutsia* and *Lactobacillus* exhibited the same differential abundance patterns as their parent families, Peptostreptococcaceae and Lactobacillaceae (Figs. S2E, S3E, Table S5A–E). 

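At the genus rank, Lactobacillus of EAE against naïve mice had adjusted p-values of 0.0680, 0.00122, 0.00133 and 0.00295 at 8, 14, 19 and 29 dpi in edgeR's test, with the log2 fold changes of its family. Against CFA mice they were 0.0490, 0.00195, 0.000173 and 0.102. The call against naïve mice at 29 dpi was lost with only the groups compared (adjusted p = 0.194). That against CFA mice at 8 dpi was lost with total counts (adjusted p = 0.605), no filter (adjusted p = 0.0812) and only the groups compared (adjusted p = 0.0668). DESeq2 also called the genus against naïve mice at 8 dpi (adjusted p = 0.00476) and against CFA mice at 29 dpi (adjusted p = 0.0270). Romboutsia was called higher in EAE mice at all 4 days, against naïve mice (adjusted p = 0.0101, 0.00328, 0.00433 and 0.00295) and against CFA mice (adjusted p = 0.00218, 0.00195, 0.00388 and 0.00586), in as many mice as its family. In all, 22 differences of genera between EAE and naïve mice were called over the 4 days, 11 higher and 11 lower in EAE mice. DESeq2 called 53. With total counts only, 15 were called, of which 11 (73.3% against 50.0%) were higher.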

Mycoplasmataceae, Clostridiaceae and Ruminococcaceae were elevated in EAE/naïve comparisons, but Clostridia from the vadinBB60 group (Clostridiales_vadinBB60) were depleted in abundance from 8 dpi onward (Fig. 2A, Table S5A–E). 

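Ruminococcaceae of EAE against naïve mice had log2 fold changes of 0.68 (adjusted p = 0.337), 1.97 (standard error 0.49, adjusted p = 0.00160), 0.67 (adjusted p = 0.353) and 1.36 (standard error 0.47, adjusted p = 0.0222) at 8, 14, 19 and 29 dpi in edgeR's test. With total counts only it was called at all 4 days, with 1.68 (adjusted p = 0.0166) at 8 dpi and 1.48 (adjusted p = 0.0250) at 19 dpi. The call at 29 dpi was lost with DESeq2 (adjusted p = 0.647) and with only the groups compared (adjusted p = 0.243). For Clostridiaceae the values were 3.48, 2.73, 0.75 and 1.72 (adjusted p = 0.210, 0.385, 0.903 and 0.535). Against CFA mice, Clostridiaceae was higher at 8 dpi (5.42, adjusted p = 0.0300) and at 14 dpi (6.26, adjusted p = 0.0222). The call at 8 dpi was lost with only the groups compared (adjusted p = 0.206). At 19 dpi (4.90, adjusted p = 0.0550) it was called with DESeq2 (adjusted p = 0.0129), total counts (adjusted p = 0.0262) and only the groups compared (adjusted p = 0.0453). Mycoplasmataceae was above 3 counts in 1 of 5 EAE mice at 14 dpi and 1 of 6 at 19 dpi, and in 0 naïve mice of these days (adjusted p = 0.0919 and 0.113). DESeq2 gave adjusted p-values of 0.00751 and 0.00594 for it. Against CFA mice it was called at 14 dpi (adjusted p = 0.0351 in edgeR's test), in 4 of 5 fits that left out 1 EAE mouse, and with DESeq2 also at 19 and 29 dpi (adjusted p = 0.00679 and 0.00410). Clostridiales vadinBB60 was at or under 3 counts in all EAE mice at 8, 14 and 19 dpi and above in 3, 2 and 2 of 6 naïve mice. Its abundance was at least 15.2-fold lower at 8 dpi (adjusted p = 0.0316), 30.4-fold lower at 14 dpi (adjusted p = 0.0536) and 6.14-fold lower at 19 dpi (adjusted p = 0.0383). The call at 8 dpi was lost with only the groups compared (adjusted p = 0.0935). At 29 dpi its log2 fold change was -2.51 (adjusted p = 0.535).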

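Genus Ruminiclostridium was above 3 counts in 3 of 6 EAE mice at 8 dpi, 5 of 5 at 14 dpi and 3 of 6 at 29 dpi and was called higher than in naïve mice at these days (adjusted p = 0.0233, 0.00568 and 0.0193 in edgeR's test), but not at 19 dpi (adjusted p = 0.129). Against CFA mice it was called at 8 dpi (adjusted p = 0.0101), and also at 14 dpi with only the groups compared (adjusted p = 0.0272) and at 29 dpi with DESeq2 (adjusted p = 0.0476). Muribaculum was above 3 counts in 3 of 6 EAE mice at 19 dpi and 4 of 6 at 29 dpi, higher than in naïve mice (adjusted p = 0.0365 and 0.0193) and CFA mice (adjusted p = 0.0290 and 0.0340). At 8 dpi it was lower than in naïve mice, of which 1 of 6 held it (adjusted p = 0.0438, and 0.0545 with total counts). Marvinbryantia was called lower than in naïve mice at 29 dpi (0 of 6 EAE and 4 of 6 naïve mice above 3 counts, adjusted p = 0.0462, and 0.0599 with total counts) and than in CFA mice at 8 dpi (0 of 6 against 2 of 6, adjusted p = 0.0443, and 0.0597 with total counts and 0.0503 with no filter). Mycoplasma had adjusted p-values of at least 0.0688 in both comparisons. DESeq2 called it at 14 and 19 dpi against naïve mice (adjusted p = 0.00284 and 0.00429) and at 14, 19 and 29 dpi against CFA mice (adjusted p = 0.0403, 0.00275 and 0.00505). Massilioclostridium, Tyzzerella and Anaerotignum were not found under these names among the genera of the deposited taxonomy.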

Bacterial genera including *Mycoplasma*, *Muribaculum*, *Ruminiclostridium*, *Massilioclostridium*, *Tyzzerella, Anaerotignum, and Marvinbryantia* were also impacted by EAE as seen in the EAE/naïve and EAE/CFA comparisons (Figs. S2E, S3E, Table S5A–J). None of the aforementioned taxa were differentially abundant on -2 dpi in EAE/naïve or EAE/CFA comparisons (Figs. S2E, S3E, Table S5A–J), suggesting that these results were triggered by EAE.

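At -2 dpi, 0 families differed between EAE and naïve mice in edgeR's test, and 2 differed between EAE and CFA mice, Peptococcaceae and Verrucomicrobiaceae (adjusted p = 0.0558 for the latter with only the groups compared). At the genus rank, Anaerostipes differed between EAE and naïve mice (adjusted p = 0.0225; 61 of 100 groupings of the mice gave as many genera), and Akkermansia and Peptococcus-rc4-4 between EAE and CFA mice. With only the groups compared, all of these calls were lost: 0 families (2 at an unadjusted p-value under 0.05) and 0 genera (3 unadjusted) differed between EAE and CFA mice, and 0 genera (0 unadjusted) between EAE and naïve mice. These taxa, other than Verrucomicrobiaceae, were named after their values were seen. Of the taxa named above, Romboutsia had a log2 fold change of -2.89 (adjusted p = 0.719) in EAE against CFA mice and Lactobacillaceae one of -0.81 (adjusted p = 0.715). Peptostreptococcaceae, all of it Romboutsia, nevertheless took 0.565% to 4.68% of counts in CFA mice at -2 dpi. Among EAE mice of that day it was at 0 in all but mice 550 (1.90%) and 557 (1.27%). Ruminiclostridium and Muribaculum had adjusted p-values of 0.0922 and 0.0603 against CFA mice. Muribaculum was called against CFA mice with total counts (adjusted p = 0.0389), DESeq2 (adjusted p = 6.53e-05) and no filter (adjusted p = 0.0246), and Ruminiclostridium with DESeq2 (adjusted p = 4.55e-08). DESeq2 called Ruminiclostridium against naïve mice (adjusted p = 4.86e-07) and Clostridiales vadinBB60 (adjusted p = 6.83e-08) at -2 dpi. From the absence of differences at -2 dpi, the paper proposes that the changes were triggered by EAE.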

**Figure 2:**
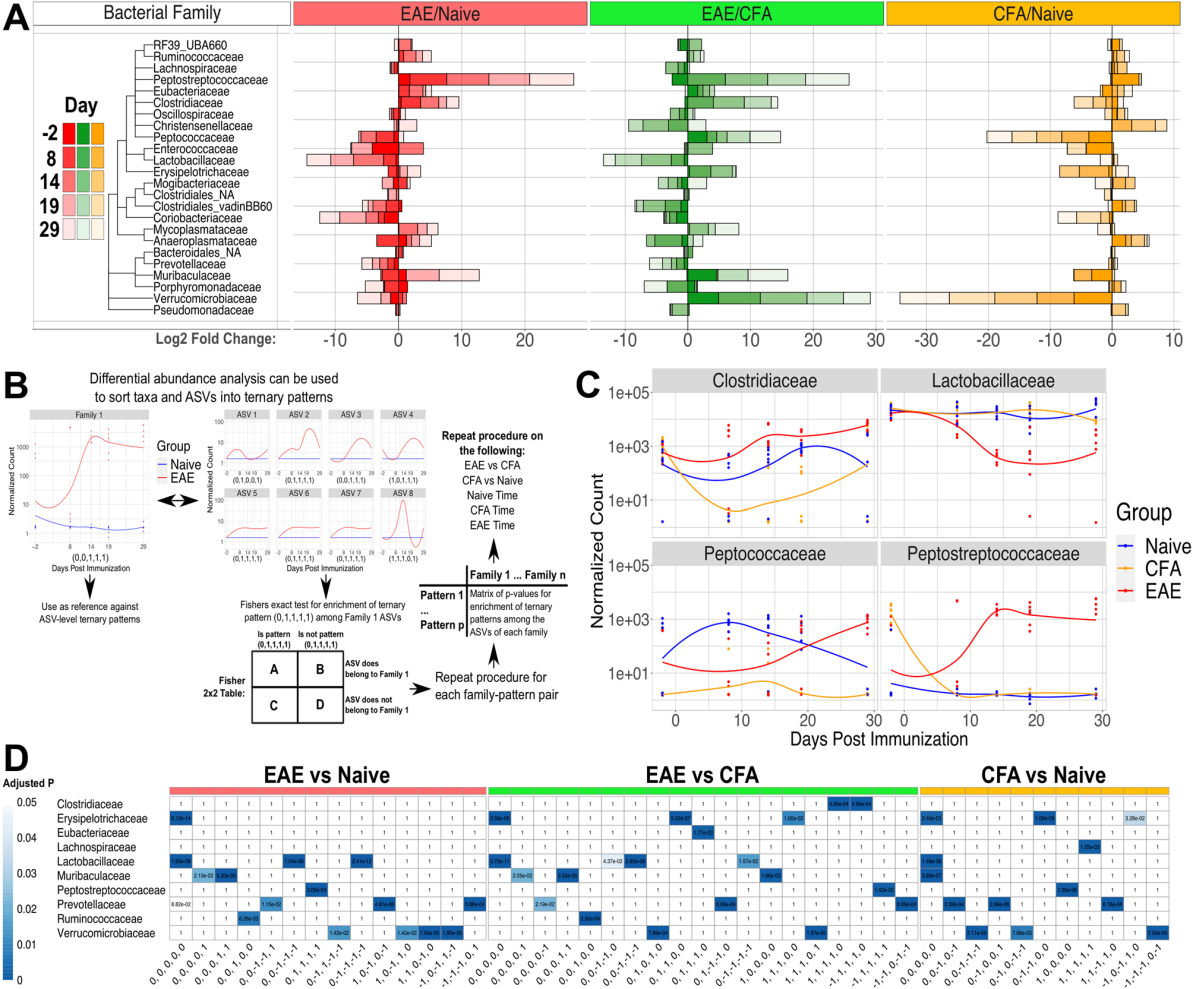
Differential abundance analysis reveals key taxa changes. (**A**) Stacked barplot of DESeq2 log2 fold change values for pairwise comparisons across experimental group. Each bar represents an individual pairwise comparison between two experimental groups made at a specific time point. Tree represents approximate taxonomy of the bacterial families and was determined by manual supplementation of NCBI taxonomy. (**B**) Schematic illustrating the process of creating ternary patterns and performing taxonomic over-representation analysis on each ternary pattern and taxa pairing. Differential abundance analysis was performed at specified taxonomic levels allowing for the identification of ASVs with different patterns from their parental taxa. Fisher’s exact test for enrichment of ternary patterns among the ASVs of a given taxon was applied. Results were compared to the ternary pattern derived from the entire taxon as well, yielding new insight. This testing framework was applied independently for each ternary pattern. (**C**) Normalized abundances for four bacterial families of interest that were identified from differential abundance analysis results or taxonomic over-representation analysis results. Dots represent normalized count abundances of individual samples and are plotted against time. (**D**) Heatmap of taxonomic over-representation analysis results. Color is scaled from 0 to 0.05 and represents the BH-adjusted P-value derived from Fisher’s exact test for enrichment of ternary pattern among a taxon.

### Over-representation analysis of bacterial taxonomy and temporal trajectory reveals that bacterial ASVs take trajectories largely representative of parent taxa

Bacterial taxonomy is an imperfect classification strategy; species and subspecies within a genus can have different metabolic proficiencies, occupy different niches, or even directly compete with each other with varying levels of fitness^13–16^. Because of this, we applied Fisher’s exact test for over-representation of ternary patterns within bacterial taxa to examine subpopulations of ASVs in each taxa that exhibit heterogeneous responses to immunization with MOG and CFA (Fig. 2B). This approach is also known as over-representation analysis (ORA). The rationale for this approach was partially inspired by established applications of Fisher’s exact test with respect to gene ontology^17^. The same six differential abundance analysis frameworks were applied on un-agglomerated ASVs data to create ternary patterns (Tables S4, S7). 

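Among the 648 ASVs tested, EAE against naïve mice gave 104 calls over 8 to 29 dpi (17 higher, 87 lower in EAE mice), EAE against CFA mice 143 (68 higher, 75 lower) and CFA against naïve mice 101 (25 higher, 76 lower) in edgeR's test. Against -2 dpi, 79 were called within EAE mice (6 higher, 73 lower), 50 within CFA mice and 20 within naïve mice. At -2 dpi, 0 ASVs were called in each comparison between groups, against 190, 239 and 235 at an unadjusted p-value under 0.05. The calls of ASVs moved most with DESeq2, which gave 802 for EAE against naïve mice, 416 of them (51.9%) higher. With total counts only, 129 were called, of which 39 (30.2% against 16.3%) were higher. Without a filter on rare ASVs, 0 were called in each of the 6 comparisons, with 1877 at an unadjusted p-value under 0.05 in EAE against naïve mice.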

Each pattern consists of a sequence of digits representing the differential abundance result at a given time point (1 represents an increase in abundance (L2FC > 0, P-adj. < 0.05), − 1 a decrease in abundance (L2FC < 0, P-adj. < 0.05), and 0 an instance of no significant change (P-adj. > 0.05)). These ternary patterns are generally faithful to the normalized abundances of the taxa that they are calculated from (Fig. 2C, Table S7). Fishers exact test was applied to test for over-representation of a ternary pattern among the ASVs of a taxon. This was re-applied independently at each taxonomic rank and on all six testing frameworks. The background distribution included all 2,295 ASVs.

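The calls placed 52 of the 2295 ASVs in a pattern with a change in EAE against naïve mice, and 2243 in the pattern without change, among 14 patterns in all. EAE against CFA mice gave 15 patterns with 81 changed ASVs, and CFA against naïve mice 15 patterns with 51. Only 648 ASVs had counts in at least 3 samples, and the other ASVs of the background were given the pattern without change. The pattern tests were one-sided Fisher's exact tests, adjusted over all pairs of taxon and pattern of a rank.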

We found that bacterial phyla, classes, and orders possess significant associations with multiple ternary patterns, regardless of the pairwise or within-treatment comparison being made (Figs. S4A–C, S5A–C, Table S6A–F). It is unsurprising that we find multiple taxon-pattern associations when Fisher’s exact test is applied at higher taxonomic ranks, given that these are broad labels with diverse constituents. 

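In EAE against naïve mice, 98 pairs of phylum and pattern were tested, 126 of class and 154 of order, and 6, 9 and 9 had an adjusted p-value under 0.05. They involved 3, 4 and 4 taxa, of which 2, 3 and 3 were associated with more than 1 pattern. EAE against CFA mice gave 6, 14 and 11 associations at these ranks, and CFA against naïve mice 5, 7 and 7. Within treatments the numbers were 6, 10 and 9 in EAE mice, 4, 6 and 6 in CFA mice and 5, 5 and 4 in naïve mice.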

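At the family rank, 364 pairs of family and pattern were tested in EAE against naïve mice and 10 had an adjusted p-value under 0.05 (19 at an unadjusted one). Lactobacillaceae has 107 ASVs, which carry 49 distinct sequences without the primers. Of the 10 ASVs lower at 14 and 19 dpi (“0,0,-1,-1,0”), 9 belonged to this family (Fisher's exact test, adjusted p = 2.62e-09). So did 7 of the 7 ASVs lower at 14, 19 and 29 dpi (“0,0,-1,-1,-1”, adjusted p = 4.80e-08) and 5 of the 8 lower at 14 dpi alone (“0,0,-1,0,0”, adjusted p = 0.000523). The pattern without change held 84 of its 107 ASVs (adjusted p = 1). With calls from DESeq2, 22 of the 23 ASVs lower from 8 dpi on (“0,-1,-1,-1,-1”) were Lactobacillaceae (adjusted p = 3.34e-26). With primer variants merged, an alternative chosen after seeing the data, 0 families were associated with a pattern (8 at an unadjusted p-value under 0.05).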

At the family rank, Lactobacillaceae ASVs were associated with three distinct ternary patterns in the EAE/naïve framework (“0,0,0,0,0”, “0,0,− 1,− 1,− 1”, and “0,− 1,− 1,− 1,− 1”; P-adj: 1.93e−8, 1.54e−6, 2.41e−12, Fig. 2D, Fig. S4D, Table S6A). These results imply that not all Lactobacillaceae ASVs respond to EAE and also suggests the existence of population subsets that respond to EAE at different stages. 

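Of the 107 Lactobacillaceae ASVs, 33 had counts in at least 3 samples, and the other ASVs could not enter a pattern with change. From the different patterns of its ASVs, the paper proposes that not all Lactobacillaceae respond to EAE and that subsets respond at different stages.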

Examination of ORA results at the species rank reveals that ASVs belonging to *Lactobacillus johnsonii* exhibited associations with ternary patterns indicative of depleted abundance during EAE, whereas ASVs belonging to *Lactobacillus johnsonii/tiawanesis* (ambiguous taxonomy) were significantly associated with the “0,0,0,0,0” pattern of no change during EAE (Fig. S4F, Table S6A). 

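Lactobacillus johnsonii has 83 ASVs with 31 distinct sequences. It was associated with “0,0,-1,-1,0” by 9 ASVs (Fisher's exact test, adjusted p = 1.04e-09), with “0,0,-1,-1,-1” by 7 (adjusted p = 4.89e-08) and with “0,0,-1,0,0” by 5 (adjusted p = 0.000877). The pattern without change held 60 of its 83 ASVs in EAE against naïve mice (adjusted p = 1). L. johnsonii/taiwanensis has 16 ASVs with 11 distinct sequences, and 16 of 16 had the pattern without change, where the background gives 15.6 by its size (Fisher's exact test, p = 0.692, adjusted p = 1). Of the sequences without primers, 43 carried more than 1 species name among their ASVs.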

In EAE/CFA comparisons, we found significant enrichment of Lactobacillaceae ASVs in an additional fourth pattern (“0,0,− 1,− 1,0”, “0,0,0,0,0”, “0,0,− 1,− 1,− 1”, and “0,− 1,− 1,− 1,− 1”: P-adj : 3.75e−11, 2.85e−8, 1.57e−2, 4.37e−2, Fig. S4D, Table S6B). In contrast, Peptostreptococcaceae was enriched in a single EAE/naïve pattern “0,1,1,1,1” and the EAE/CFA pattern “− 1,1,1,1,1” (P-adj: 3.09e−4, 1.42e−3, Fig. S4D, Table S6A,B). 

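In EAE against CFA mice, 13 of 390 pairs of family and pattern had an adjusted p-value under 0.05. All 16 ASVs of the pattern “0,0,-1,-1,0” were Lactobacillaceae (Fisher's exact test, adjusted p = 6.30e-20), as were 5 of the 8 ASVs of “0,0,-1,0,0” (adjusted p = 0.000461). The pattern without change held 84 of the 107 ASVs of the family (adjusted p = 1). With calls from DESeq2, 9 of 9 ASVs of “0,0,-1,-1,-1” were Lactobacillaceae (adjusted p = 1.15e-09).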

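Peptostreptococcaceae has 18 ASVs with 4 distinct sequences, and 14 of the ASVs had counts in at least 3 samples. In edgeR's test all 18 had the pattern without change, in EAE against naïve and against CFA mice (Fisher's exact tests, adjusted p = 1). DESeq2's calls placed 3 of its ASVs among the 6 with “0,1,1,1,1” in EAE against naïve mice (adjusted p = 0.00216), and 3 of 3 ASVs with “-1,1,1,1,1” in EAE against CFA mice were of this family (adjusted p = 0.000124).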

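Prevotellaceae, with 104 ASVs, was associated with “0,0,-1,-1,1” by 4 of 4 ASVs (Fisher's exact test, adjusted p = 0.000242) and with “0,0,0,-1,-1” by 4 of 5 ASVs (adjusted p = 0.000876) in EAE against naïve mice. In EAE against CFA mice it was associated with “0,1,-1,-1,0” by 5 of 5 ASVs (adjusted p = 1.13e-05), “0,0,1,-1,0” by 4 of 5 (adjusted p = 0.000751) and “0,-1,0,0,0” by 3 of 4 (adjusted p = 0.0105). Muribaculaceae has 39 ASVs, of which 0 had counts in at least 3 samples, so none could be tested singly. In EAE against naïve mice, Verrucomicrobiaceae was associated with “0,0,0,-1,0” by 5 of 7 ASVs (Fisher's exact test, adjusted p = 1.77e-06) and “0,0,1,-1,-1” by 2 of 2 (adjusted p = 0.00972). In EAE against CFA mice it was associated with “0,1,1,0,0” by 7 of 20 ASVs (adjusted p = 9.91e-07) and “0,1,0,1,0” by 2 of 2 (adjusted p = 0.00868). The family was at 0 in every CFA mouse at all days, -2 dpi included. The leading 0 of these patterns is therefore not evidence that EAE and CFA mice were alike before immunization.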

Other taxa of interest included Prevotellaceae and Muribaculaceae (Fig. S4D, Table S6). Some of these taxa were enriched in ASVs following the CFA/naïve “0,0,0,0,0” ternary pattern, or another ternary pattern that suggests that CFA alone does not account for the observed differential abundance patterns observed in EAE/naïve comparisons. 

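In CFA against naïve mice, 909 of 911 Lachnospiraceae ASVs (Fisher's exact test, adjusted p = 5.31e-07) and 622 of 622 Ruminococcaceae ASVs (adjusted p = 6.30e-06) had the pattern without change, which most ASVs received because they were in fewer than 3 samples. All 107 Lactobacillaceae ASVs had it too (adjusted p = 1). Prevotellaceae was associated with “0,-1,0,0,1” by 6 of 6 ASVs (adjusted p = 9.78e-07) and Erysipelotrichaceae with “0,-1,-1,0,0” by 12 of 13 ASVs (adjusted p = 2.65e-12). From the patterns of CFA against naïve mice, the paper proposes that CFA alone does not account for the changes in EAE against naïve mice.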

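Grouped counts of Lactobacillaceae were called lower at 8 dpi in EAE against naïve mice, whereas 0 of its associated patterns of single ASVs included 8 dpi. Grouped counts of Peptostreptococcaceae were called higher at 4 days and 0 of its 18 ASVs at any day. The median dispersion among ASVs was 55.0, and in simulated counts with that dispersion 0 of 200 changed ASVs were recovered, against 200 of 200 at a dispersion of 0.500.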

Fishers exact testing on ternary patterns largely agrees with the observations made from the ternary patterns derived from agglomerated abundance data (Fig. 2A,D, Figs. S2, S3, S4, S5, Tables S6, S7). These results reinforce observations made from differential abundance testing on agglomerated taxa and inform them by suggesting that further subdivisions can be made within these taxa to identify subspecies or strains that drive observed responses to EAE and CFA immunization.

### Lactobacillus reuteri dietary supplement alters EAE progression

Our data show that *Lactobacillus* is significantly decreased in the course of EAE and could be a keystone species based on our microbiota community analysis (Figs. 1 and 2). Given that important function, we wanted to assess the role of *Lactobacillus* on EAE. Mice were immunized with MOG_35-55_ and provided with daily feed that had been mixed with a *Lactobacillus Reuteri* overnight culture or sterile broth control as previously described^18^. Both experimental groups presented ascending paralysis and weight loss, but *Lactobacillus*-enriched mice presented with a significantly reduced average clinical score when compared to control mice (Fig. 3A). Our study confirms previous work demonstrating that administration of *Lactobacillus Reuteri* is protective in EAE^19^. Fecal pellets were sampled before immunization (− 1 dpi) and at 20 dpi. As expected, qPCR analysis revealed that *Lactobacillus* 16S V3–V4 amplicon abundance was higher in the stool of *Lactobacillus*-enriched mice than control mice (Fig. 3B).

**Figure 3:**
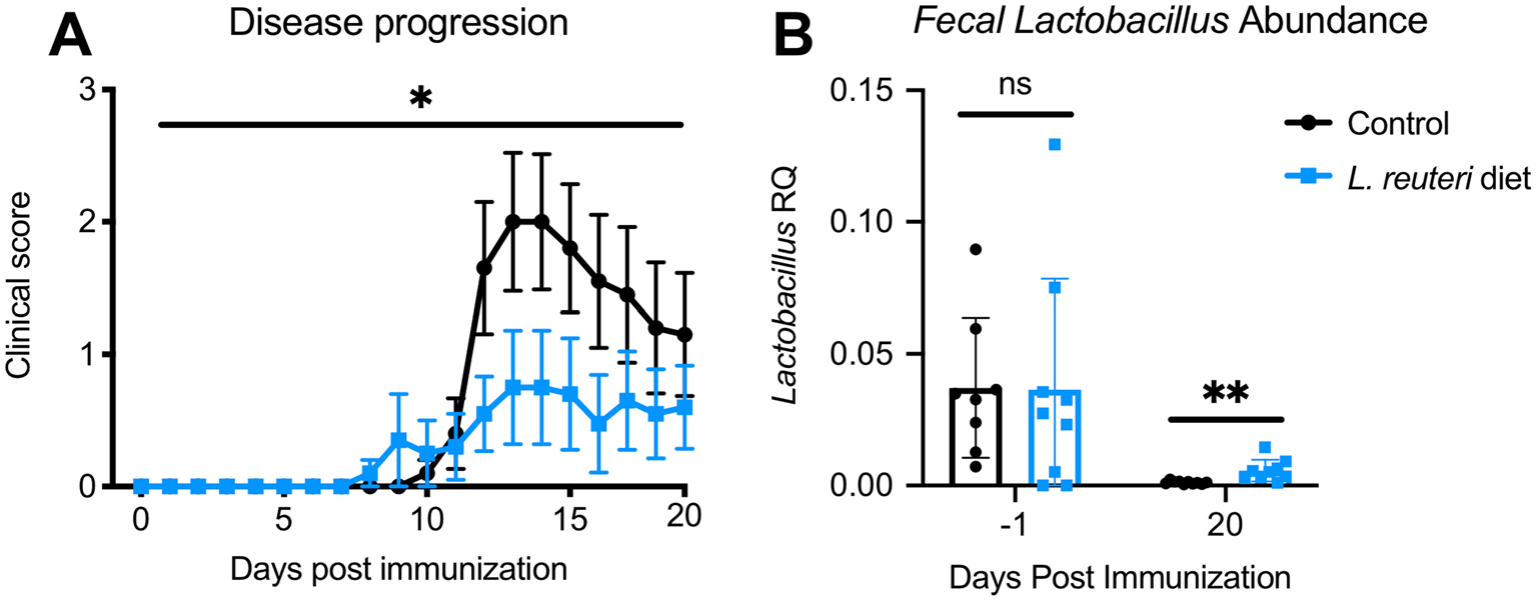
Treatment with *L. reuteri* is protective in EAE. (**A**) Mice fed with *L. reuteri* present with lower clinical scores than Broth control (Wilcoxon matched-pairs signed-rank test: p-value = 0.0132, n = 10 per group). (**B**) qPCR with *Lactobacillus* specific primers revealed that abundance of *L. reuteri* is elevated in mice fed with supplemented diet 20 dpi (Paired t-tests at − 1 and 20 dpi: P-values = 0.9716 and 0.0054, n = 10 per group).

### Co-occurrence and mutual exclusion network analysis reveals changes in the microbiome “interactome” due to EAE or CFA immunization

We next wanted to explore microbe–microbe interactions among ASVs to understand changes that occur to microbial community organization during EAE and to find potential mediators of dysbiosis. This was accomplished by creating microbial co-occurrence and mutual exclusion networks with the ReBoot algorithm on the Cytoscape “CoNet” application^20,21^. 

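Networks were rebuilt separately from the naïve, CFA and EAE samples with the settings of the paper's methods. For each pair of ASVs with counts in at least 3 samples of a group, Pearson and Spearman correlations, mutual information, Bray-Curtis and Kullback-Leibler dissimilarities were computed on sample-normalized abundances. The 1500 highest and, except for mutual information, the 1500 lowest pairs per measure were tested against 100 permutations with renormalization and 100 bootstraps, and an edge needed 2 of the 5 measures. Positive edges form the co-occurrence network and negative edges the mutual exclusion network. Louvain communities of at least 3 nodes were tested for families, and for edges between families, with one-sided Fisher's exact tests. Each group gives 1 network, so differences between networks have no replicates. Samples of 1 mouse at different days entered as separate samples.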

The 16S abundance dataset was split by experimental group to create three independent networks. In co-occurrence networks, nodes are used to represent microbes (in this case ASVs) and edges represent microbe–microbe interactions. Each network was split into two network subgraphs to segregate the positive (co-occurrence) edges from the negative (mutual exclusion) edges to make interpretation more straightforward (Fig. 4A,B). Networks were partitioned into communities using the Louvain algorithm to identify centers of increased modularity (a measure of network organization). Community significance was determined with the Wilcoxon Rank-Sum test (Table S12A–F).

**Figure 4:**
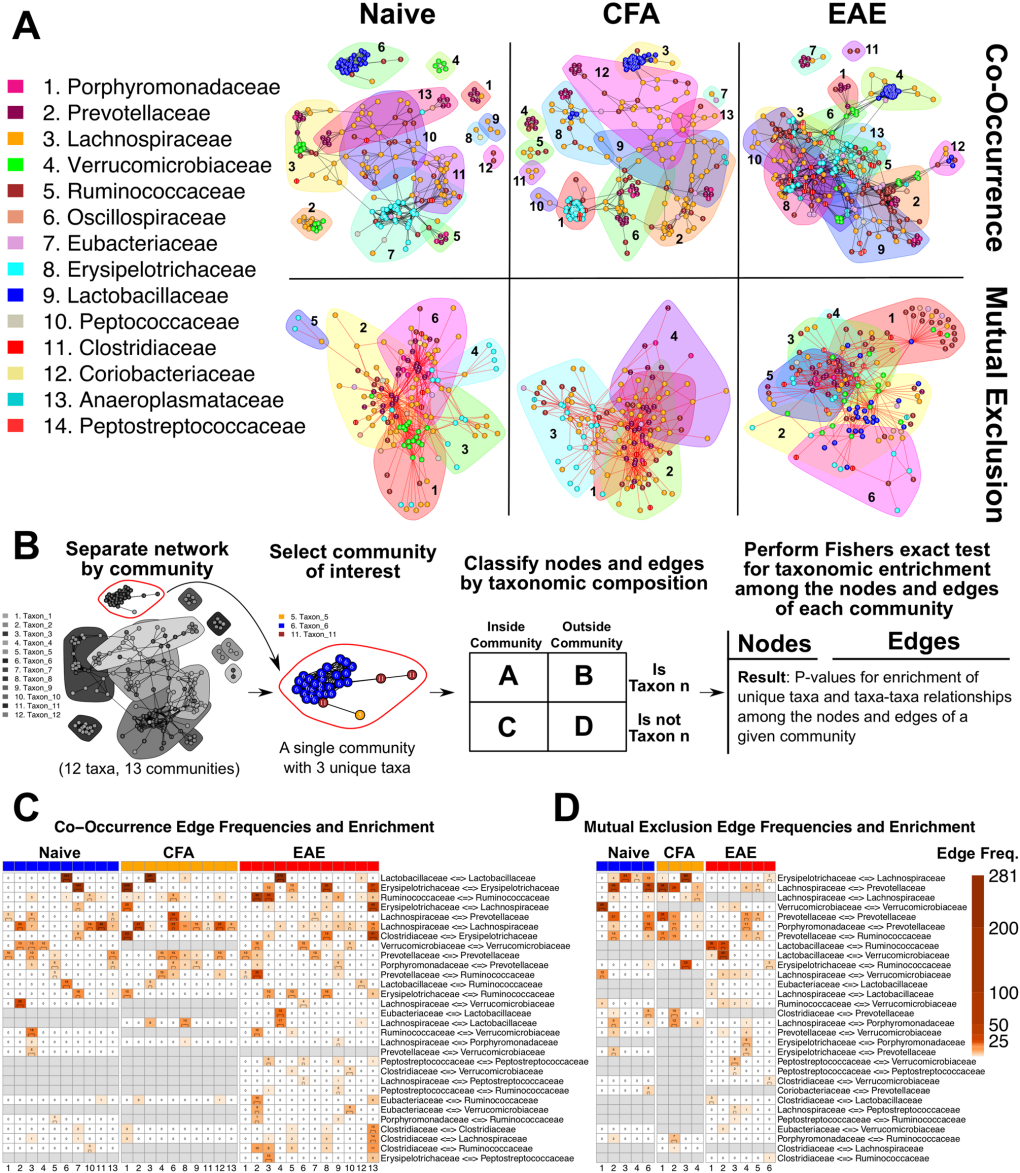
Co-occurrence network analysis with the ReBoot algorithm reveals novel community interactions in EAE. (**A**) Color-coded network graph representations of the co-occurrence and mutual exclusion interactions among ASVs. White numbers within nodes correspond to numbering in the legend. Transparent shapes represent network communities determined by the Louvain modularity algorithm. Black numbering corresponds to the numbering given to distinguish communities within each network. (**B**) Schematic representing the process for calculating taxonomic over-representation with respect to the nodes and edges within a community. Networks are split by community membership and tested for over-representation of all taxa and all unique taxa-taxa pairings within the community of interest. Fisher’s exact test is applied on two-way contingency tables that distinguish nodes by community membership and taxonomic membership. Testing framework is performed independently for each network. (**C**) Heatmap of BH-adjusted P-values for over-representation of unique edges among the communities of each co-occurrence network. Each row represents a unique edge connecting two distinct families. Each column is a community in one of the three networks. Cell color corresponds to edge frequency within each network and each cell contains an edge frequency number followed by a significance level in parentheses (Blank = n.s., *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001). Heatmap has been filtered to only contain edges of interest and communities with at least one significant P-value among these edges. Grey cells represent edges that were entirely absent from the network they appear under. Columns represent unique communities in each network. (**D**) Heatmap representing BH-adjusted P-values for over-representation of unique edges among the communities of each mutual exclusion network following the same construction methods and conventions as (**B**). Columns represent unique communities in each network. The manually selected edges of interest are different from those in (**C**).

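From 208, 239 and 261 ASVs of the naïve, CFA and EAE samples, the co-occurrence networks kept 191, 219 and 253 nodes with 870, 1060 and 971 edges, and the mutual exclusion networks 79, 115 and 22 nodes with 154, 246 and 17 edges. Modularity of the co-occurrence networks was 0.713, 0.719 and 0.769, with 14, 13 and 14 communities of at least 3 nodes. Of the co-occurrence edges, 75.7%, 70.8% and 61.1% joined primer variants of 1 sequence. Networks rebuilt with primer variants merged, an alternative chosen after seeing the data, held 127, 69 and 43 co-occurrence edges. The paper states that the interaction structure changes in response to EAE or CFA immunization.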

The final networks indicated a general interaction structure that changes in response to EAE or CFA immunization. Fisher’s exact test was applied to find evidence for taxonomic over-representation within each module against the network as a whole. This testing framework was also applied to unique edges (Fig. 4B). Many community structures are conserved across the naïve, CFA, and EAE networks. 

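Naïve and CFA co-occurrence networks shared 106 of 304 nodes and 546 edges. Naïve and EAE networks shared 119 of 325 nodes and 436 edges, and CFA and EAE networks 107 of 365 nodes and 424 edges. The mutual exclusion networks of naïve and CFA mice shared 25 edges, and those of EAE mice shared 0 with either.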

When the Jaccard Index was applied to identify communities that share identical ASVs among networks, specific ASVs appeared in multiple networks (Fig. S6). This is most evident among co-occurrence networks, where each network-network pairing contains at least two community pairs with indices between 0.5 and 0.8. 

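Among co-occurrence communities of at least 3 nodes, 2 of 182 naïve and CFA pairs, 5 of 196 naïve and EAE pairs and 2 of 182 CFA and EAE pairs had a Jaccard index between 0.5 and 0.8. The highest indices were 0.875, 0.750 and 0.750. With a second random seed the numbers between 0.5 and 0.8 were 0, 2 and 2. Mutual exclusion communities reached 0.400, 0.2 and 0.100.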

An inspection of edge and node counts and the over-representation analyses results also support this conclusion. 

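Lactobacillaceae held 28 nodes of the naïve, 31 of the CFA and 27 of the EAE co-occurrence network. In the naïve network all 28 lay in a community of 30 nodes (Fisher's exact test, adjusted p = 2.42e-29). In the CFA network 28 lay in a community of 30 nodes (adjusted p = 1.34e-27) and 3 in a community of 5 nodes (adjusted p = 0.257). In the EAE network all 27 lay in a community of 33 nodes (adjusted p = 1.21e-28). Edges within the family numbered 377, 369 and 289. With primer variants merged, the co-occurrence networks held 0 Lactobacillaceae nodes.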

All three co-occurrence networks contain at least one large community that is enriched in Lactobacillaceae (naïve 6, CFA 3, EAE 4: P-adj: 6.163e−28, 2.269e−26, 6.880e−22, Fig. 4C, Fig. S9D, Table S9D), but the CFA and EAE co-occurrence networks contain additional Lactobacillaceae ASVs in other communities (Fig. 4A, Fig. S9D, Table S9D, S11). 

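Lactobacillaceae held 22 nodes of the naïve, 27 of the CFA and 4 of the EAE mutual exclusion network. The largest enrichment was in a community of 16 nodes with 10 Lactobacillaceae in the naïve network (Fisher's exact test, adjusted p = 0.0198) and in a community of 22 nodes with 11 in the CFA network (adjusted p = 0.0376). In the EAE network, a community of 8 nodes held 2 (adjusted p = 1). The EAE mutual exclusion network had 31 edges when 1000 edges were kept per end and measure, and 0 edges with samples of 14, 19 and 29 dpi only.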

Only the EAE mutual exclusion network contained Lactobacillaceae ASVs; it also possessed a community with a significant enrichment in Lactobacillaceae (EAE 2: P-adj: 6.665e−8; Fig. 4D, Fig. S9D, Table S9D).

Lactobacillaceae are largely isolated from other taxa in the naïve co-occurrence network; only a few Ruminococcaceae ASVs share edges with Lactobacillaceae (Fig. 4A, Fig. S8D, Table S10D). This is not so in the CFA co-occurrence network, where Lactobacillaceae ASVs share edges with Ruminococcaceae and Lachnospiraceae ASVs (Fig. 4A, Fig. S8D, Table S10D). 

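In the naïve co-occurrence network, 14 edges joined Lactobacillaceae to Ruminococcaceae (Fisher's exact test for their community, adjusted p = 0.000240) and no edge joined them to another family. Edges to other families made up 3.58% of their edges.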

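In the CFA co-occurrence network, 13 edges joined Lactobacillaceae to Lachnospiraceae and 0 to Ruminococcaceae, with 3.40% of their edges going to other families.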

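Lactobacillaceae of the EAE co-occurrence network shared 6 edges with Lachnospiraceae, 4 with Verrucomicrobiaceae and 2 with Eubacteriaceae, together 3.99% of their edges. No edge joined them to Prevotellaceae or Ruminococcaceae there.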

Lactobacillaceae ASVs in the EAE networks share edges with ASVs from the Eubacteriaceae, Lachnospiraceae, Oscillospiraceae, Prevotellaceae, Ruminococcaceae, and Verrucomicrobiaceae families (Fig. S8D, Table S8D, S10D). 

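Of the Lachnospiraceae and Lactobacillaceae edges in the CFA co-occurrence network, 10 lay in one community (Fisher's exact test, adjusted p = 0.0343) and 3 in another (adjusted p = 0.000842). In the EAE network all 6 lay in one community (adjusted p = 0.0169).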

Both the CFA and EAE co-occurrence networks also possess one community with enrichment in Lachnospiraceae⇔Lactobacillaceae edges (CFA 8: n = 14, P-adj = 3.31e−12, EAE 4: n = 17, P-adj = 4.91e−9, Fig. 4C, Fig. S8D, Table S8) and enrichment in Lactobacillaceae⇔Ruminococcaceae edges (CFA 3: n = 6, P-adj = 7.85e−3, EAE 12: n = 6, P-adj = 5.97e−12, Fig. 4C, Table S8D). 

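The 2 edges between Eubacteriaceae and Lactobacillaceae in the EAE co-occurrence network lay in the large Lactobacillaceae community (Fisher's exact test, adjusted p = 0.961). A second random seed gave 4 such edges.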

The EAE group also has a unique community with enrichment for Eubacteriaceae⇔Lactobacillaceae edges (EAE 4: n = 19, P-adj = 1.91e−11; Fig. 4C, Fig. S8D, Table S8). Lactobacillaceae in the EAE mutual exclusion network shares edges with Clostridiaceae, Eubacteriaceae, Lachnospiraceae, Prevotellaceae, Ruminococcaceae, Verrucomicrobiaceae, and Peptostreptococcaceae ASVs (Fig. S8D, Table S8D, S10D). 

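In the EAE mutual exclusion network, the 4 Lactobacillaceae nodes shared 7 edges with Ruminococcaceae, 2 with Clostridiaceae and 1 each with Peptostreptococcaceae, Anaeroplasmataceae and Oscillospiraceae. In the naïve mutual exclusion network their main partners were Erysipelotrichaceae (48 edges) and Lachnospiraceae (29 edges), and in that of CFA mice Erysipelotrichaceae (66 edges), Prevotellaceae (38 edges) and Lachnospiraceae (31 edges).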

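Peptostreptococcaceae held 0 nodes of the naïve and CFA networks and 12 of the EAE co-occurrence network, with 49 edges. Of these, 13 were within the family, 15 went to Erysipelotrichaceae, 12 to Clostridiaceae and 5 to Ruminococcaceae, and 7 families were partners in all. The EAE mutual exclusion network held 1 node, with an edge to Lactobacillaceae, which makes 8 partner families over both networks. A community of 13 nodes held 4 of the 12 nodes (Fisher's exact test, adjusted p = 0.0235). The number of Peptostreptococcaceae nodes in the EAE co-occurrence network depended on the setting. It was 0 with ASVs in at least 6 samples, and 1 with primer variants merged, chosen after seeing the data. With samples at 14, 19 and 29 dpi alone it was 10, and with the other settings 12.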

Peptostreptococcaceae nodes are exclusive to EAE networks (Fig. 4A,C,D, Fig. S9D, Table S9D, S11D) and they share edges with nodes belonging to 10 other families. Lachnospiraceae, and Verrucomicrobiaceae also exhibit altered structure among communities in EAE networks. These taxa are organized into homogenous groups of nodes in naïve and CFA networks, but they share more edges with ASVs from other families than each other in EAE networks (Fig. 4A, Fig. S8D, Table S10D). 

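Lachnospiraceae sent 37.5% of their co-occurrence edges to other families in the naïve network (57 nodes), 48.3% in the CFA network (91 nodes) and 68.9% in the EAE network (47 nodes). Verrucomicrobiaceae sent 37.5% in the naïve network (17 nodes) and 60.2% in the EAE network (19 nodes), and held no node of the CFA network. Over all families, edges between families made up 18.4% of the naïve and 34.5% of the EAE co-occurrence network. Edges within families made up 81.6% and 65.5%. With primer variants merged, an alternative chosen after seeing the data, edges within families made up 45.7% and 48.8%. The larger share between families in the EAE network was then not seen.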

The new interactions between Lactobacillaceae and other families in both EAE networks may be reflective of an altered gut microbial ecology during EAE.

Our network analysis expands upon the theme of Clostridia expansion during EAE that was observed in relative abundances (Fig. 1F) and differential abundance testing (Fig. 2A) by suggesting that this “EAE-induced Clostridia expansion” disturbs the pre-existing community structure of the gut microbiome. 

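Nodes of class Clostridia numbered 91 of 191 in the naïve, 129 of 219 in the CFA and 154 of 253 in the EAE co-occurrence network. Ruminococcaceae held 21, 30 and 61 of them, Clostridiaceae 5, 3 and 16, and Eubacteriaceae 3, 4 and 11. Edges to other families made up 85.7%, 80.2% and 51.6% of the edges of Ruminococcaceae. With primer variants merged, an alternative chosen after seeing the data, Clostridia nodes numbered 70 of 74, 51 of 58 and 55 of 61. From new Clostridia nodes, naïve edges broken up by those of Clostridia, and taxa new to the CFA and EAE networks, the paper proposes that an expansion of Clostridia during EAE disturbs the existing community structure of the gut microbiome.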

We observed new Clostridia nodes, the disruption of naïve edges by Clostridia edges, and novel taxa in CFA and EAE networks. The networks implicate Ruminococcaceae and Lachnospiraceae—among others—as being important mediators of the global “interactome” architecture and suggest that EAE alters their normal interactions with other taxa. Lactobacillaceae may be competing in an altered microbial ecosystem following immunization with MOG that is preventing its return to pre-immunization abundances. Taken together, these co-occurrence and mutual exclusion networks help visualize a simplified topology of the “interactome” and highlight specific changes that may be occurring during EAE. Network modules were also subject to PCA. Correlation coefficients between phenotypic traits and the primary principal components of each module are available in Fig. S10. Network visualizations at each taxonomic level can be found in Fig. S7.

### Metagenome imputation with PICRUSt2 identifies MetaCyc Enzyme Consortium pathways and accessions that are associated with EAE disease progression and weight loss

One way the gut microbiome can influence host physiology is through the generation of soluble metabolites that can cross the intestinal mucosa and enter circulation^22^. PICRUSt2 was used to impute the metagenomic contents of the gut microbiota from 16S-seq abundances^23–27^ (Fig. 5A). The imputed data included abundances for EC accessions and corresponding EC pathways. DESeq2 was applied to normalize imputed EC pathway and accession abundances with respect to the same experimental model used on ASV abundances (~ Treatment + Time). Normalized EC abundances were then subject to weighted gene correlation network analysis (WGCNA)^10^ to find modules of EC pathways or accessions (Figs. S11, S13, Tables S13B, S14B, S16) that possess significant correlations with weight, clinical score, or day. PCA on EC pathway and accession data was able to resolve experimental groups to a greater degree than the PCA on normalized 16S amplicon abundances (Fig. 5B). 47% of the total variance among EC pathway samples was represented by the first two principal components (Fig. 5B). PC2 was positively correlated with clinical score (r = 0.574, P-val = 4.986e−9, Table S14A) and negatively correlated with weight (r = − 0.430, P-val = 1.998e−4, Table S14A). The cumulative variance contained in PC1 and PC2 rises to 57% when PCA was applied to DESeq2-normailzed EC accession data (Fig. S11A).

**Figure 5:**
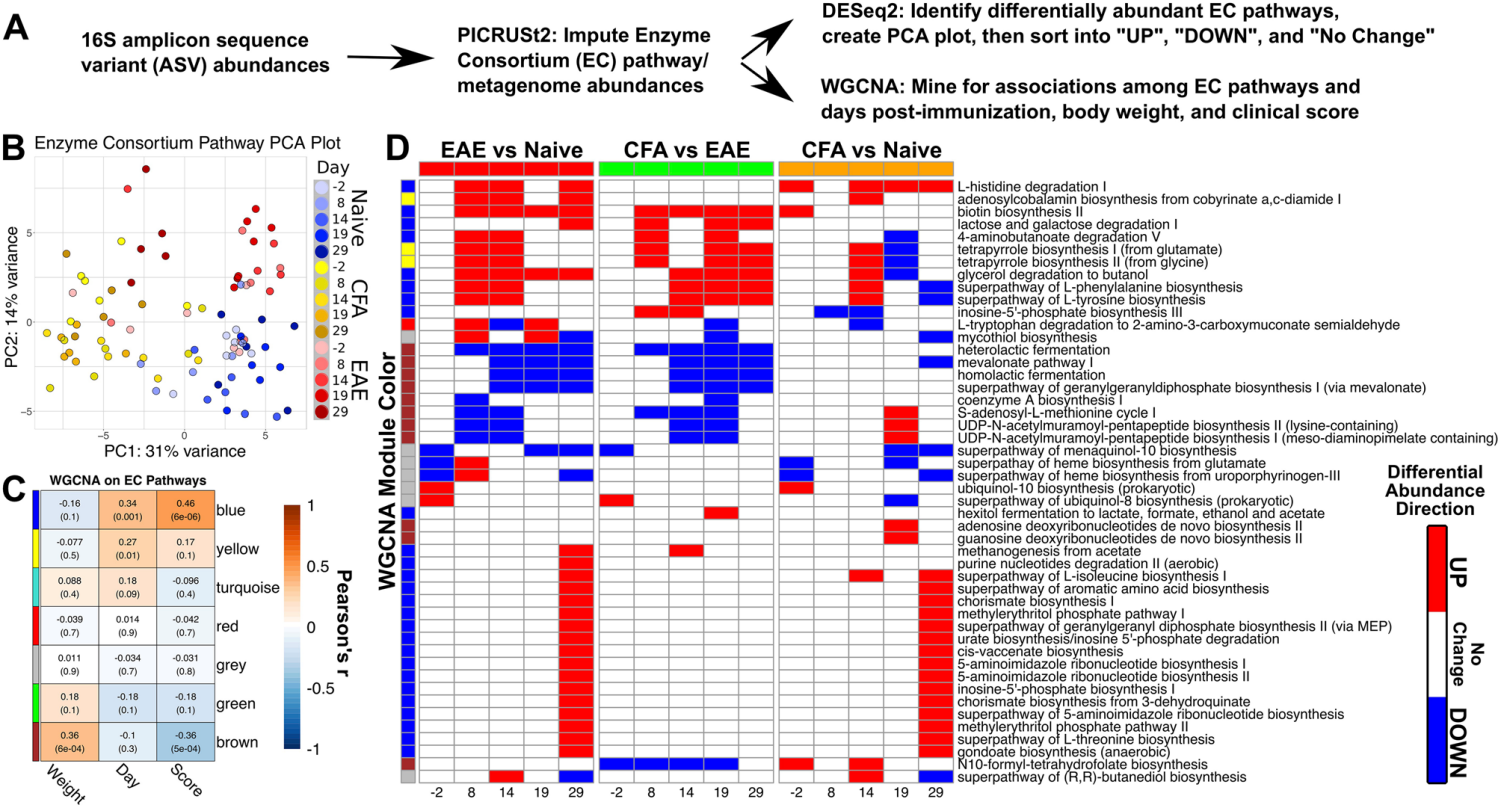
Abundance derived metagenomics data highlight putative EAE induced metabolic changes. (**A**) Investigation of PICRUSt2-imputed data involved applications of WGCNA and DESeq2 differential abundance analysis to identify groups of MetaCyc EC accessions and pathways potentially associated with EAE. EC pathways and EC accessions were analyzed independently. (**B**) PCA plot of first two principal components of EC pathway data. Raw output from PICRUST2 was normalized and subject to a variance-stabilizing transformation within DESeq2. Samples from each groups diverge as dpi increases. (**C**) Heatmap of modules derived from WGCNA on EC pathways. Cell color represents Pearson’s r between the first principal component of each module and clinical score, dpi, and body weight. Vertical color bar represents the color for each WGCNA module. Cells contain the rounded Pearson’s r and P-values in parentheses. (**D**) Curated heatmap of log2 fold changes of DESeq2 differential abundance analysis when applied to the EC pathway abundances. Cell color represents the directionality and significance of the log2 fold change vales for each pairwise comparison. Red represents significant increase (P ≤ 0.05, L2FC > 0), blue represents significant decrease (P ≤ 0.05, L2FC < 0), and white represents no significant change (P > 0.05). Each row represents an EC pathway of interest and column numbering represents the dpi that a pairwise comparison was made. Vertical color bar conforms to the same convention as (**C**) and denotes the module membership of each EC pathway.

WGCNA on EC Pathways produced two modules of interest that had significant correlation coefficients with clinical score. The brown module was negatively associated with score (r = − 0.36, P-val = 5e−4, Fig. 5C) and positively associated with weight (r = 0.36, P-val = 6e−4, Fig. 5C). The blue module was positively associated with score (r = 0.46, P-val = 6e−6, Fig. 5C) but has no significant association with weight (r = − 0.16, P-val = 0.1, Fig. 5C). While these modules as a whole exhibited certain associations with score, weight, and day, some EC pathways differed from module-level observations. All EC pathways from the brown module were negatively correlated with day and score, but positively correlated with weight. EC pathways from the brown module that decreased in EAE included heterolactic fermentation, homolactic fermentation, coenzyme A biosynthesis, and the *S*-adenosyl-l-methionine cycle (Fig. 5D, Fig. S12, Table S15). Blue module EC pathways overwhelmingly had positive correlations with score and dpi, but some pathways possessed negative correlations with weight (Table S13A). Blue module pathways were involved with degrading l-Histidine, 4-aminobutanoate, lactose, and galactose (Fig. 5D, Table S13A). The blue module also contains EC pathways responsible for the synthesis of butanol, l-phenylalanine, l-tyrosine, inosine-5′-phosphate, 5-aminoimidazole, l-threonine, and gondoate and implicates them in being associated with EAE clinical score. Differential abundance testing supports this association (Fig. 5D, Table S15). Most EC pathways associated with the blue module experienced an increase in abundance in EAE mice relative to naïve mice by the chronic phase of disease at 29 dpi. All EC pathways from the brown module were present in significantly lower abundances in EAE mice relative to naïve and CFA mice. However, some of these pathways are elevated in naïve/CFA comparisons at 29 dpi. No EC terms from the blue or brown modules exhibit differential abundance when naïve or CFA mice are compared against EAE pathways prior to immunization (− 2 dpi). This is important given that all mice are naïve at this time in the experiment. These results come from imputed data and cannot replace experimental verification, but they could help identify pathways or microbiome targets with a therapeutic potential for patients with MS and a number of other human conditions.

## Discussion

Multiple sclerosis (MS) is a common neurodegenerative disease in which the central nervous system myelin is destroyed by the immune system. Many studies have described the presence of microbiota dysbiosis in MS patients but the precise role of the microbiome in MS pathogenesis and progression remains unclear^3,5,7^. Human microbial studies on MS are complicated by factors such as genetic make-up and geographical and environmental variations such as disease modifying therapy. Studies performed with the animal model of MS, EAE, have also shown evidence of disrupted microbiota dysbiosis but have, to date, only included end-point microbiome analysis, preventing the exploration of changes to microbiome composition during the full course of the disease model^6^. Here, we performed a longitudinal analysis of the gut flora at pre-onset, onset, peak, and chronic phase of EAE to obtain a comprehensive dataset of the microbiome changes associated with EAE. Our study design also included a cohort of animals injected with CFA to decouple the effect of immune system activation from the autoimmune responses of EAE on gut flora.

Our study demonstrates that one of the most robust changes at the family rank was a decrease in Lactobacillaceae starting at EAE onset. This observation was conserved for the parent taxa Bacilli and Lactobacillales, and in the genus, *Lactobacillus*. Commensal *Lactobacillus* is a critical component of the healthy gut flora as they present with protective functions against infection, such as the production of anti-microbial agents^28,29^. Lactobacillus dysbiosis was also shown to be present in an animal model of depression and therapeutic supplementation with *L. reuteri* was sufficient to improve depressive-like symptoms^18^. Here, we have demonstrated that *L. reuteri* supplementation was beneficial in mice undergoing EAE, further confirming a recent study^19^. Our community analysis suggests that *Lactobacillus* may be a keystone species of the gut flora, as its decrease correlates with microbial community reorganization. Taken together these results point towards further exploration of *Lactobacillus* supplements as a potential treatment for MS and other conditions associated with gut dysbiosis^19^. It remains unclear which factors drive the decrease in *Lactobacillus* levels, but our results obtained from mice immunized with CFA alone also indicate some reduction in *Lactobacillus*, perhaps suggesting that the immune system might be involved. Further work is warranted to determine the factor(s) impacting *Lactobacillus* abundance in the gut. Furthermore, given the growing evidence supporting the effect of *Lactobacillus* as a regulator if the immune system, it is also critical to determine its mechanism of action in the context of EAE^30,31^.

As Lactobacillaceae levels decline, members of the Clostridia families (Clostridiaceae, Ruminococcaceae, Lachnospiraceae, and Peptostreptococcaceae) and the Erysipelotrichia family expand. Expansion of Clostridia has been reported in DMT naïve MS patients^32,33^, but the contribution of Clostridia to MS pathogenesis remains unclear as transfer of Clostridia isolated from MS patients to mice treated with antibiotics did not alter the course of EAE^32^. Taken together, our data suggest that EAE induces a reorganization of the gut flora characterized by *Lactobacillus* depletion and expansion of Clostridia populations; most notably Ruminococcaceae and Peptostreptococcaceae. Future sequencing studies aimed at exploring these differences in various regions of the intestine (eg: small intestine vs colon) are critical to demonstrate the main location(s) of these EAE induced changes. While our study was unable to establish a causative link between Clostridia and dysbiosis, it did identify a number of species for further investigation.

Our application of PICRUSt2 to impute metagenomic data from 16S-seq abundances was intended to explore links between the host and the gut microbiome in the context of EAE. As an example, our data suggests that the mevalonate and menaquinol-10 pathways are significantly decreased in EAE when compared to naïve and CFA mice. These pathways are essential for the generation of vitamin K_2_ by bacteria. Vitamin K_2_ is important for numerous host functions including blood coagulation^34^ and bone homeostasis^35^. Recent research has demonstrated that MS patients have depleted Vitamin K_2_ levels when compared to controls^36^. Interestingly, Vitamin K_2_ has been shown to block the proliferation of human activated T lymphocytes^37^, a hallmark event of MS pathology and EAE^38^. In sum, our data supports observations that Vitamin K_2_ supplementation alters the progression of MS in patients and suggests specific bacterial pathways related to the role of Vitamin K_2_ in MS to be further investigated as potential therapeutic targets.

Metagenome imputation and differential abundance analysis also suggests that genes responsible for 4-aminobutanoate (GABA) degradation were more abundant in the EAE cohort. Recent work has started to show that the ability of the gut flora to produce and degrade neurotransmitters, such as GABA could have significant impact on the host nervous system^39^. In addition to its function as an inhibitory neurotransmitter, GABA has been shown to inhibit T cell function^40,41^. GABA can block the immune response following bacterial infection or in the context of autoimmunity^40,41^. Since GABA can be produced by many gut resident bacteria, including *Lactobacillus*^42,43^, we postulate that increased GABA degradation in the intestine could lead to an unshackled immune response. Furthermore, GABA can act as a quorum signaling molecule controlling biofilm production^44,45^. Further investigation is needed to determine the effects that bacterial GABA flux exerts on the community structure of the gut microbiome and the overall host immune state. More specifically, investigation into the roles that bacterial and host GABA play in the context of EAE is needed. In sum, our longitudinal microbiome sequencing study has revealed some dynamic changes to the gut flora during the course of EAE disease progression. Our analysis also highlights, for the first time, the impact of CFA on gut microbial composition. Our dataset could give rise to new hypotheses that may lead to the development of novel therapeutic approaches to MS that target the gut microbiome or its metabolic output. We have also prepared a detailed supplementary section with analysis results for each taxonomic rank included in this study.

## Methods and materials

All methods were carried out in accordance with relevant guidelines and regulations.

### Experimental autoimmune encephalomyelitis

Female C57BL/6J mice (8 weeks old) were purchased from the Jackson Laboratory. EAE was induced and scored as previously described^46^. Briefly, female C57BL/6 mice were immunized subcutaneously with 50 μg of myelin oligodendrocyte glycoprotein peptide 35–55 (MOG_35–55_) (CSBIO #CS0681) emulsified at a 1:1 ratio in Complete Freud’s Adjuvant (Sigma Aldrich #F5881). On days 0 and 2, 250 ng of pertussis toxin (List Biologicals #180) was administered intraperitoneally. For EAE experiments involving dietary supplementation, *L*. *reuteri* was purchased from ATCC (#23272) and cultured aerobically according to the manufacturer. Mice were fed ad libitum starting the day after immunization with pulverized food pellets mixed with fresh *L. reuteri* or MRS culture broth as described^18^. All animal experiments were approved and complied with regulations of the Institutional Animal Care and Use Committee at University of Virginia (#3918).

### 16S read collection and quantification

Fecal Samples were collected from mice at two days prior to EAE and CFA group immunizations and at 8, 14, 19, and 29 days after immunization. Fecal samples were then processed for 16S-seq and sequenced using on an Illumina platform as previously described^18^. Briefly, genomic DNA was isolated with phenol–chloroform extraction. Fecal pellets were placed in 2 mL tubes containing 200 μL silica-zirconia beads (0.1 mm). Tubes were filled with 750 μL extraction buffer, 200 μL 20% SDS and 750 μL phenol–chloroform-isoamyl alcohol (25:24:1). After disruption, the aqueous phase was separated by centrifugation and washed twice with chloroform-isoamyl alcohol (24:1). The DNA was precipitated and resuspended in 10 mM Tris solution. The V3–V4 region of the 16S rRNA gene was amplified for 25 cycles using specific primers with adapter overhangs as per the Illumina library preparation guide. Forward primer: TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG, Reverse primer: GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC. Following purification of the PCR products, individual indexes were added to the amplicons by PCR. The amplicons were purified, pooled in equal quantities, and then sequenced on the Illumina MiSeq platform. The sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE153118.

### Read QC, trimming, filtering, denoising, and taxonomic assignment

Reads from demultiplexed FASTQ files were processed with the DADA2 pipeline^47^. Forward (R1) and reverse (R2) reads were truncated at 300 bp and 250 bp. The maximum number of expected errors for each read was set to 10 and the “trunQ” argument was set to 2 for read filtering. DADA2 was also used to perform error rate learning, dereplication, sample inference, read pair merging, and chimeric sequence removal with the “consensus” method. This resulted in 2,295 unique amplicon sequence variants (ASVs). Taxonomy was determined with a manually curated table based on the Silva^48^, GTDB^49^, Refseq^50^, and Greengenes^51^ databases. DADA2 was first used to match ASVs with formatted taxonomy references provided by Dada2 developers (Dec. 12, 2019) to infer taxonomic annotation. Taxonomic annotations from all four databases were directly compared to determine the most plausible taxonomy for each ASV. This achieved near-complete taxonomic annotation of bacterial phylum, class, order, family, genus, and species. Any ASVs with ambiguous or absent taxonomic information were given a designation that includes the next available taxonomic identifier. For example, if an ASV belonging to the Lactobacillaceae family is ambiguous at the genus rank, then it will be designated, “Lactobacillaceae_NA”. The final taxonomy table is available in supplementary table S4.

### Differential abundance testing and the ternary pattern mining

ASV count values were converted into a DESeq2 object for differential abundance testing using the R package “Phyloseq”^52^. The DESeq2 model: ~ Treatment + Time was used for pairwise differential abundance testing. Two main pairwise testing frameworks were applied to test for differential abundance. The first involved cross-treatment comparisons for each time point (− 2, 8, 14, 19, 29). Naïve mice were compared to CFA and EAE mice at corresponding time points. CFA and EAE mice were also directly compared at the same time points. The next testing framework involved pairwise differential abundance testing of each subsequent time point after immunization (8, 14, 19, 29) to the pre-immunization time point. This was performed within the groups for naïve, CFA, and EAE mice.

Differential abundance test results were converted into ternary sequences because it is a convenient format for quick interpretation and other downstream tests. In order to identify the broadest set of ASVs and taxa possible, a result from differential abundance testing was considered significant if the adjusted p-value was below an alpha threshold of 0.05. Differential abundance test results were translated into 0's if the DESeq2 adjusted p-value was greater than or equal to 0.05 and translated into 1 or − 1 if the adjusted p-value was less than 0.05 and the estimated log2-transformed fold change value was above or below 0. The resulting sequences allow for differential abundance test results to be quickly sorted into categories and directly compared. This was done to identify taxa that follow particular patterns over time or taxa that differ in relative abundance among treatment groups at specific time points. Differential abundance testing was performed on ASVs and on taxa at each taxonomic rank. The Phyloseq R package was used to agglomerate ASV abundances by taxonomy before differential abundance testing.

### Permutation testing and network construction

A permutation-renormalization-bootstrap network construction strategy called ReBoot^20^ was used to create bacterial co-abundance networks to study how EAE affects microbial co-occurrence and co-exclusionary relationships. Non-normalized ASV abundances were supplied to CoNet^21^, a Java Cytoscape plug-in and implementation of the ReBoot algorithm. Three networks were independently constructed by splitting the ASV abundance matrix by treatment group; naïve, CFA, and MOG immunized mice. The split abundance matrices were then imported into the Cytoscape. “Row_minocc” was set to 3 so that all ASVs appearing in less than 3 samples were removed. “Standardization” was set to “col_Norm” so abundances were normalized by sample read count.

CoNet allows for creation of an ensemble network and five default metrics for correlation strength were used. They include the Spearman and Pearson correlation coefficients, the Mutual information Score, and the Bray–Curtis and Kullback–Leibler Dissimilarity measures. The “Automatic Thresholding” was set to “edgeNumber” to retain the top and bottom 1,500 edges. In CoNet’s randomization menu, the “Routine” option was set to “edgeScores”, “Resampling” was set to “shuffle_Rows”, “Renormalize” was turned on, and P-value merge was set to “none”. These settings were used to run the bootstrap stage of the experiment over 100 random iterations to create the bootstrap distribution.

The bootstrap distributions were provided to CoNet the permutation stage of the experiment. These bootstrap distributions were compared against corresponding null distributions created by permuting the original data with a paired-variance Z-test. The resulting p-values were corrected using the Benjamini–Hochberg FDR procedure. If the p-value for a particular ASV⇔ASV pair was above 0.05, then the co-abundance/co-exclusionary relationship between the two ASVs was considered non-significant. P-values were calculated for each correlation metric. If at least two of the five metrics suggested significant co-abundance or mutual exclusion between two ASVs then that relationship was kept in the final network to be represented as an edge. The iGraph implementation of the Louvain algorithm was applied to identify communities within each network so that the modularity score of each ASV was maximized within a given network. Community significance was confirmed with a Wilcoxon Rank-Sum test.

### Taxonomic over representation analysis

Over-representation analysis with Fisher’s exact test was performed on the co-occurrence networks at each taxonomic rank (phylum, class, order, family, genus, species). This test was applied to the communities in each network detected by the Louvain algorithm. At each taxonomic rank, over-representation of a taxon within a community was calculated with a 2 × 2 contingency table that divided nodes into within versus outside a community and belonging to the taxon versus not belonging. A p-value was calculated for each taxon-community pair in a given network. This procedure was applied at all taxonomic ranks. Benjamini–Hochberg p-value correction was applied using all p-values discovered at a given taxonomic rank, setting n equal to the number of taxa in a given taxonomic rank multiplied by the number of eligible communities within a given network.

Testing for the over-representation of unique taxon-taxon relationships was accomplished by creating a subgraph from the network that consisted exclusively of the nodes from a given community. A network that excluded this subgraph was also created. A 2 × 2 contingency table was constructed by dividing all edges between membership status to a specific taxon-taxon relationship and membership status to the newly created community subgraph. A Benjamini–Hochberg p-value correction was applied in base R using all p-values discovered at a given taxonomic rank and setting n equal to the number of edge types (any unique pairing of two taxa) multiplied by the number of eligible communities within each network.

Fisher’s exact test was also used to test for associations between bacterial taxa and the ternary patterns created by differential abundance testing. This was accomplished by testing for enrichment of ASVs in certain ternary patterns within a given taxon of interest. A 2 × 2 contingency table was constructed by dividing ASVs by taxonomic membership and ternary pattern membership. This test was applied at all taxonomic ranks and over every observed ternary pattern. Benjamini–Hochberg p-value correction was applied using all p-values discovered at a given taxonomic rank, setting n equal to the number of taxa being tested multiplied by the number of observed ternary patterns. All applications of Fisher’s exact test were applied with a one-sided alternative hypothesis.

### PICRUSt2 metagenome imputation analysis

Samples were processed with PICRUSt2 to impute the putative metagenomic functional compositions of samples based on ASV abundances^23^. PICRUSt2 is a program that uses ASV abundances to impute enzyme and metabolic process abundances in a given sample. Enzyme Commission (EC) numbers and the pathways that they belong to can be estimated with this method. Raw ASV count data was imported into the Python programming environment and run through the PICRUSt2 pipeline with default parameters. The output is a matrix of samples as column and individual EC terms (or pathways) as rows. This output was used for downstream analyses including WGCNA (weighted gene correlation network analysis), principal component analysis (PCA) and differential abundance testing with DESeq2.

### EC and pathway WGCNA

WGCNA^10^ was performed on PICRUSt2-imputed MetaCyc Enzyme Consortium pathway and accession abundance datasets according to prescribed default settings. Abundance tables were normalized with DESeq2 using the model ~ Treatment + Time prior to WGCNA. These datasets were used to create signed network adjacency matrices with a soft thresholding power of 17 for EC pathways and 27 for EC accessions. The adjacency matrix was used to create a Topology Overlap Matrix, which was used to perform Hierarchical clustering with the UPGMA algorithm. ASV Clusters were sorted into network modules after hybrid adaptive branch pruning with the cutreeDynamic wrapper function. The “deepSplit” argument was set to 2, “pamRespectsDendro” was set to FALSE, and the default minimum cluster size was left at 30 for both networks. Module pairs were merged if they had an “eigengene” cross-correlation greater than 0.7 (a minimum dissimilarity of 0.3). Eigengenes are defined as being the first/primary principle component of the nodes in a given network module across all samples used in network construction. The resulting networks were evaluated for correlation strengths between module eigengenes and sample phenotype data.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

How the deposited data were processed for this re-analysis (not part of the article)

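Fecal samples of naïve, CFA and EAE mice at -2, 8, 14, 19 and 29 dpi were sequenced by the authors with primers for regions V3 and V4 of bacterial 16S rRNA. The authors inferred ASVs with DADA2 and deposited counts of reads per ASV and sample, not rarefied or scaled. They also deposited taxonomic names, which they had curated by hand from several reference databases. For each mouse and day, the authors deposited a clinical score and a body weight in grams, with no weight at -2 dpi. Scores and weights in the deposited sample table were checked against the sample labels and did not differ.

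Of 89 samples in the count table, a CFA sample at 29 dpi had a total of 0 and was left out, and 88 were used. Total counts ranged from 9202 to 102437 with a median of 64586. A floor of 3 counts was taken as the smallest amount a sample can show, which is at most 0.0326% of a sample's counts. Samples were grouped by treatment and day as the labels give them. Mouse numbers of naïve and CFA mice were taken from the labels as the pairing across days. EAE mice carry different numbers in the labels before and after 14 dpi, so their samples at 14, 19 and 29 dpi were compared with those of -2 dpi without pairing. The subject numbers of the deposited sample table were used for them in the comparisons between groups of the change per mouse since -2 dpi, in the replicate block chosen after seeing the data, in the regroupings of mice, and in tests of the numbers themselves.

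Principal components were computed from the 500 most variable ASVs after variance stabilization in DESeq2 1.42.0. Alpha diversity was computed from counts as deposited. Group means were compared with two-sided exact permutation tests, and changes within mice with paired exact sign-flip tests. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

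Differential abundance of families, genera and ASVs was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 15 groups of treatment and day in a single fit and TMMwsp factors from genus counts. Taxa with counts in at least 3 samples were tested. Calls per ASV were joined to patterns of -1, 0 and 1 over the days, and ASVs that were not tested were given 0. Over-representation of taxa in patterns was tested with one-sided Fisher's exact tests against all 2295 ASVs. The text names the taxa that the paper's results name, and in addition at most 5 families with the largest mean absolute log2 fold change among those called between EAE and naïve mice at 3 or more of the 4 days after immunization. This rule added no family that the paper does not name.

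Co-occurrence and mutual exclusion networks were rebuilt per treatment with code written for this purpose after the settings in the paper's methods, with 100 permutations, 100 bootstraps, 1500 edges from each end per measure, 5 bins for mutual information and a constant of 1e-08 for the Kullback-Leibler dissimilarity. Louvain communities came from python-igraph 0.11.9. The differential abundance test, the network code, and the permutation and Fisher's tests were tested on simulated data. At a dispersion of 0.500, edgeR recovered 200 of 200 changed ASVs among 648 with 8 false calls (3.85%), and at the median dispersion of the data, 55.0, it recovered 0. The network code recovered 75 of 75 true edges among 140 edges found.

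The comparisons, tests, naming rule and most alternatives were set before the data were examined. Alternatives were DESeq2 with size factors of type poscounts, total counts only, no filter on rare taxa, only the groups compared in the fit, the mouse number as a replicate block, and leaving out each mouse in groups of 5. For other results they were all ASVs or a centred log ratio with a pseudocount of 0.5 for the principal components, medians per mouse, pooled reads, a background of tested ASVs, and 5 changes of the network settings. Merging primer variants, the subject as a replicate block, rarefying to 9202 counts, the block and leave-one-out fits of genera, and 2 of the settings for the associations with patterns (total counts and no filter) were chosen after seeing the data. Predicted functions of the microbiome, the feeding of Lactobacillus reuteri and quantitative PCR were not analysed here.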

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

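The regroupings of mice at the family and genus ranks and the depth test of EAE mouse 589 were chosen only after the result was seen, and the other tests in this part before. Among 97 groups of 4 to 10 samples, 8 held a sample far from the others of its group by Dixon's criterion, where chance gives about 1 in 20 groups, or 4.85.

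In EAE mouse 555 at 8 dpi, Lactobacillaceae took 39.5% of counts, far from the 3.97% to 14.9% of the other 5 mice. This sample held 4 ASVs at a total of 9202 counts. Fewer reads were tested as an explanation, low depth alone: with the other samples drawn down to this total, the lowest number of ASVs was 22, which goes against it as the cause of the low number of ASVs. This does not test the percent of Lactobacillaceae. The sample is among the 4 with fewer than 20000 counts, low amounts of bacterial DNA were not tested, and the percent cannot be told apart from a failed library. No biological explanation was tested, since the design gives none for a single mouse.

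EAE mouse 589 lay far from the others in 3 measures. At 14 dpi it held 37 ASVs, against 107 to 132 in the other 4 mice, and its PC1 was 50.4, against 81.3 to 86.9. At 19 dpi, Lactobacillaceae took 6.34% of its counts, against 0 to 1.70% in the other 5. Its total at 14 dpi was 17326 counts, against 74342 to 102194 in the other 4. Drawn down to that total, the other 4 held 106 to 131 ASVs, which goes against fewer reads alone as the cause of the low number. All 4 samples with fewer than 20000 counts held 4 to 37 ASVs, and all are EAE samples. Low amounts of bacterial DNA in such samples were not tested, nor was the effect of depth on PC1 of this sample, so its values at 14 dpi cannot be told apart from a failed library. The sample of the same subject number at 8 dpi, mouse 551 in the labels, is also among these 4, with 22 ASVs at a total of 17439 counts. At 19 dpi, mouse 589 held 91 ASVs at a total of 69997 counts, and at 29 dpi 41 ASVs, against 99 to 157 in the other 5 mice, at a total of 62526 counts, with a Shannon metric of 3.32, the lowest of its group. A failed library at 14 dpi does not account for these.

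Single mice also lay far from their group in 4 other measures. Body weight of EAE mouse 595 at 29 dpi was 19.9 g (others 17.5 to 18.2 g), and the Shannon metric of naïve mouse 559 at 19 dpi was 3.83 (others 4.24 to 4.46). PC1 of naïve mouse 560 at -2 dpi was -55.0 (others -13.5 to 7.84), and Peptostreptococcaceae took 0.666% of counts in naïve mouse 558 at -2 dpi (others 0). Neither technical nor biological explanations were tested for these.

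The change of Ruminococcaceae since -2 dpi differed between groups. At 14 dpi it was larger in EAE than in naïve mice by 20.9 percentage points (means 21.2 in 5 and 0.259 in 6 mice), and at 19 dpi larger in EAE than in CFA mice by 11.8 points (means 12.6 and 0.830 in 6 mice each). Both had p = 0.00216, the smallest possible, and adjusted p = 0.0390 (exact permutation tests of the difference in change), with every EAE mouse above every mouse of the other group. EAE mice were paired for this by the subject numbers of the sample table, across the change in mouse numbers. Without pairing, the percents themselves were higher by 21.9 points than in naïve mice at 14 dpi (exact permutation test, adjusted p = 0.00938) and by 12.2 points than in CFA mice at 19 dpi (adjusted p = 0.0113). Of 36 such comparisons of 3 families, 2 passed adjustment and 14 had an unadjusted p-value under 0.05. The percent of 1 family depends on all others, and Lactobacillaceae fell at the same days. In edgeR's test with TMMwsp factors, which scale by more than the total, Ruminococcaceae was called higher than in naïve mice at 14 dpi (log2 fold change 1.97, adjusted p = 0.00160) but not than in CFA mice at 19 dpi (0.54, adjusted p = 0.468), where it was called with total counts only (adjusted p = 0.0184). The increase over CFA mice at 19 dpi therefore cannot be told apart from an effect of the fall of other families on percents.

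Groups already differed at -2 dpi, before immunization, in a comparison whose result the paper's text does not give. Between CFA and naïve mice, edgeR called 2 families, Peptococcaceae (adjusted p = 0.00665) and Verrucomicrobiaceae (adjusted p = 0.000728), and 5 genera, Akkermansia, Anaerostipes, Muribaculum, Peptococcus-rc4-4 and Stomatobaculum. With only the groups compared, 1 family and 3 genera were called. Other than Verrucomicrobiaceae and Muribaculum, these taxa were named after their values were seen. Verrucomicrobiaceae was listed at 0 in all 6 CFA mice and was at least 1149-fold lower in them than in naïve mice. Of 100 regroupings of the mice, 2 gave as many families and 1 as many genera, the real grouping included. Mice were regrouped at all days in a single fit, so the other groupings also mixed treatments after immunization. That can widen the shared spread and lower calls at -2 dpi, so these counts do not decide whether the differences are notable. Total counts did not differ (exact permutation test, p = 0.786), and the mean percent of Verrucomicrobiaceae in naïve mice was 971 times the highest floor of a CFA sample, which goes against loss at low depth. Mislabelled samples were tested by shared sequences: 6 of the 6 CFA samples of -2 dpi shared most with later CFA samples, which goes against mislabelling of these 6. The test does not set every group apart: EAE samples of -2 dpi shared a mean of 0.217 of sequences with later CFA and 0.210 with later EAE samples (Jaccard index). Mice had not been immunized, so treatment gives no biological explanation. The labels give no cages, and an effect of cage cannot be told apart from one of group.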

How the results depend on the processing

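The tests below that regroup mice at the family and genus ranks were chosen only after the result was seen. Over 188 results, alternatives gave 840 values: 619 kept their direction and their side of the threshold (or stayed within the spread or 1.5 times a count), 29 lost significance, 17 gained it, 23 reversed and 152 moved. The cause of these changes was not tested, except where a value is given for it.

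Results that held under an alternative include all 16 results for PC1 with all ASVs, all 19 for alpha diversity after rarefying to 9202 counts, which was chosen after seeing the data, all 9 counts of families without a filter on rare families, and all 6 counts of associations with a background of tested ASVs. Counts of called families and genera stayed within 1.5 times in all fits that left out 1 mouse, those of genera chosen after seeing the data. The percent of Lactobacillaceae at 8 dpi differed from that of naïve mice by -19.9 to -12.8 points (exact permutation tests, p = 0.0606 to 0.268) across the 6 tests, chosen after seeing the data, that each left out an EAE mouse. The decrease of Lactobacillaceae in EAE against naïve mice at 14 dpi was called under each alternative, with log2 fold changes from -5.66 to -5.08 across the 5 fits that each left out a mouse.

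Merging primer variants, chosen after seeing the data, changed most. The difference in PC1 between CFA and naïve mice became -40.8, -51.3, -36.5 and -34.5 at 8, 14, 19 and 29 dpi (exact permutation tests, p = 0.00216 each), and it was -31.4 at -2 dpi, before immunization (p = 0.00216), where EAE also differed from CFA mice by 25.1 (p = 0.0260). Between EAE and naïve mice it was 22.6, 29.6 and 23.4 at 8, 14 and 19 dpi (exact permutation tests, p = 0.0216, 0.00216 and 0.00649) and 1.09 at 29 dpi (p = 0.803). Between EAE and CFA mice p was 0.00216 at each of these 4 days (exact permutation tests). Pearson's r of PC1 became -0.803 with score and 0.226 with weight at 19 dpi (exact permutation tests, p = 0.0556 and 0.690) and -0.661 and 0.376 at 29 dpi (p = 0.144 and 0.418). The Shannon metric of EAE mice differed from that of naïve mice by 0.0937, 0.510 and 0.275 at 8, 14 and 19 dpi (exact permutation tests, p = 0.844, 0.00866 and 0.268) and by 0.418 over 14 to 29 dpi (p = 0.0411), and from that of CFA mice by 0.702 at 19 dpi (p = 0.0368) and 0.306 over 14 to 29 dpi (p = 0.117). The Simpson metric differed from naïve mice by 0.0566 over 14 to 29 dpi (exact permutation test, p = 0.0411) and from CFA mice by 0.0110 at 14 dpi (p = 0.652) and 0.0490 over 14 to 29 dpi (p = 0.0736), and the Inverse Simpson metric by 3.13 (p = 0.0476) and 2.21 (p = 0.201) over 14 to 29 dpi.

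With primer variants merged, calls at -2 dpi numbered 1 in EAE against naïve mice, 1 in EAE against CFA mice and 11 in CFA against naïve mice. Over 8 to 29 dpi they numbered 67 in EAE against CFA mice, 56 in CFA against naïve mice, and 2, 6 and 8 within EAE, CFA and naïve mice. Associations of families with patterns fell to 0 in all 6 comparisons, with 8, 7, 9, 0, 2 and 0 at an unadjusted p-value under 0.05. The rebuilt networks held 127, 69 and 43 co-occurrence edges and 60, 4 and 2 mutual exclusion edges in naïve, CFA and EAE samples.

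DESeq2 called more taxa than edgeR. At -2 dpi it called 2 families in EAE against naïve, 4 in EAE against CFA and 4 in CFA against naïve mice, and over 8 to 29 dpi 22 in CFA against naïve mice and 19, 13 and 14 within EAE, CFA and naïve mice. For genera the numbers were 53, 66 and 59 between groups in this order, 10, 12 and 10 at -2 dpi, and 54, 42 and 38 within EAE, CFA and naïve mice. For ASVs they were 802, 835 and 705 between groups, 106, 156 and 152 at -2 dpi, and 718, 519 and 469 within treatments. Associations numbered 17 in EAE against naïve mice, 17 in CFA against naïve mice and 9 within naïve mice. Of the families called with edgeR, DESeq2 called 18 of 19 in EAE against naïve, 31 of 35 in EAE against CFA and 14 of 14 in CFA against naïve mice in the same direction.

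With total counts only, calls of genera within EAE mice fell to 9, and 6 ASVs in EAE against naïve and 3 in EAE against CFA mice were called at -2 dpi. Lactobacillaceae of EAE against naïve mice at 8 dpi had a log2 fold change of -1.02 (adjusted p = 0.434, against 0.0301 to 0.0671 in edgeR fits with TMMwsp factors). Log2 fold changes near 0 changed sign for Lactobacillaceae in CFA against naïve mice at 8 dpi (0.0307), Lachnospiraceae in EAE against naïve mice at 29 dpi (0.0217) and Erysipelotrichaceae in EAE against naïve mice at 14 dpi (0.19), all with adjusted p = 1. The share of ASVs called higher in EAE than in naïve mice was 30.2% against 16.3%, and of genera 73.3% against 50.0%. Within EAE mice it was 18.9% against 7.59% of ASVs and 50.0% against 25.0% of families.

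With only the groups compared in the fit, families called over 8 to 29 dpi numbered 11 in EAE against naïve mice, 24 in EAE against CFA mice and 0 within naïve mice (2 at an unadjusted p-value under 0.05). At -2 dpi, 0 families were called in EAE against CFA mice (2 unadjusted) and 1 in CFA against naïve mice. Calls of genera at -2 dpi numbered 0 in EAE against naïve (0 unadjusted), 0 in EAE against CFA (3 unadjusted) and 3 in CFA against naïve mice, and within treatments 3 in EAE and 0 in naïve mice (11 unadjusted). Lactobacillaceae of EAE against naïve mice at 8 dpi had -2.65 (adjusted p = 0.0671). Within EAE mice it had -2.43 at 8 dpi (adjusted p = 0.00320), -4.78 at 19 dpi (adjusted p = 0.0571) and -3.76 at 29 dpi (adjusted p = 0.0928).

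Without a filter on rare ASVs, 0 ASVs were called in each of the 6 comparisons, with 1877, 1792 and 1877 between groups and 1665, 1546 and 1571 within EAE, CFA and naïve mice at an unadjusted p-value under 0.05, and 0 associations remained (0 unadjusted). Without a filter on rare genera, 9 were called within naïve mice. The count of calls per ASV depends on the method: on the same 648 ASVs, edgeR gave 104 and DESeq2 802 calls in EAE against naïve mice. At the median dispersion of 55.0, edgeR recovered 0 of 200 simulated changes, and DESeq2 was not tested in this way. Of the 2295 ASVs, 1348 were in 1 sample only.

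Samples of 1 mouse were modelled with a replicate block. Their deviations from group means had a mean correlation of 0.0460 in naïve, 0.0179 in CFA and 0.132 in EAE mice by label, and 0.0555 in EAE mice by subject, against -0.00908, -0.00332, -0.00906 and -0.0109 for different mice. With the mouse number as the block, 1 family was called within CFA mice and 0 within naïve mice (5 unadjusted), and 0 genera in EAE mice at 8 dpi (2 unadjusted) and within naïve mice (18 unadjusted). With the subject as the block, chosen after seeing the data, Lactobacillaceae of EAE mice at 29 dpi against -2 dpi had -3.86 (adjusted p = 0.115).

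Other alternatives also changed results. Of 24 network results, 15 moved with ASVs in at least 6 samples. With 3 measures and with samples at 14, 19 and 29 dpi alone, 10 moved each. With 1000 edges per end and with a second random seed, 4 moved each. With a centred log ratio, PC1 differed between CFA and naïve mice at 14 dpi by -14.4 (exact permutation test, p = 0.0476), and r with score at 29 dpi was 0.835 (p = 0.0472). With the median per mouse, the Inverse Simpson metric of EAE mice differed from that of naïve mice by -5.82 (exact permutation test, p = 0.433). With pooled reads, Lachnospiraceae differed between EAE and naïve mice at 19 dpi by 2.73 points. Networks with 1000 edges per end had 250 naïve and 31 EAE mutual exclusion edges, a second random seed gave 26 in EAE samples, and 3 measures gave 23, 15 and 1 in naïve, CFA and EAE samples. ASVs in at least 6 samples gave 529, 703 and 457 co-occurrence edges and 56 naïve and 150 CFA mutual exclusion edges. Samples at 14, 19 and 29 dpi alone gave 271 co-occurrence and 0 mutual exclusion edges in EAE mice.

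Leaving out 1 mouse at a time moved the difference in the Shannon metric at 14 dpi between EAE and naïve mice from -0.195 to 0.0739, and that between EAE and CFA mice at 29 dpi from -0.0760 to 0.0836. Lactobacillaceae of CFA against naïve mice at 29 dpi differed by -22.7 to -21.4 points (exact permutation tests, p = 0.0571 to 0.0714), and the score of EAE mice at 14 dpi by 1.00 to 1.88. Of the results not given here, 62 others moved, 9 gained and 18 lost significance.

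Some alternatives gave no value. Using all 89 samples changes weights and scores only, because the added sample has a total of 0. Removing ASVs found in water controls was not possible, because the 2 controls have labels and no counts. Rarefying to the lowest total of all 89 samples leaves no counts, and rarefying to the lowest of the 88 was used in its place.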

Differences from the paper's values

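The test at 8 dpi without EAE mouse 555 was chosen only after the result was seen, and the other tests in this part before. Of 55 values the paper states and that were also computed here, 24 differ. The alternatives named are those set before the data were examined unless said otherwise.

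In EAE against naïve mice at 19 dpi, the log2 abundance of Lactobacillaceae fell by 4.75 against the paper's 3.653. Fitting only the groups compared (4.44) and scaling by total counts (3.82) brought it within the standard error of the fit, and DESeq2 (4.57) and no filter (4.75) did not. Against -2 dpi at 19 dpi it fell by 4.89 against the paper's 3.926. With only the groups compared (4.78) and total counts (4.29) it lay within the standard error of the fit, and with DESeq2 (5.50) and no filter (4.89) it did not. The subject as a replicate block, chosen after seeing the values, moved it farther from the paper's value (5.21), which lay within the standard error of that fit, 1.48.

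Adjusted p-values of Lactobacillaceae in EAE against naïve mice were 6.53e-05, 7.19e-05 and 0.000182 at 14, 19 and 29 dpi, against the paper's 1.92e-13, 2.33e-7 and 6.6e-9. DESeq2 gave 1.27e-11, 1.58e-08 and 6.89e-13, and none of the alternatives closed these gaps. Against -2 dpi they were 0.000126, 4.51e-05 and 0.00178, against the paper's 1.25e-12, 8.38e-8 and 1.96e-5. DESeq2 closed the gap at 14 dpi (8.72e-13) and not at 19 dpi (2.97e-11) or 29 dpi (1.11e-10), and no other alternative closed any.

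For Peptostreptococcaceae in EAE against naïve mice, adjusted p-values were 0.00759, 0.00173, 0.00332 and 0.00237 at 8, 14, 19 and 29 dpi, against the paper's 3.02e-14, 1.09e-14, 9.4e-17 and 2.26e-17. DESeq2 gave 1.33e-32, 1.15e-31, 1.17e-35 and 3.32e-36, and none of the alternatives closed these gaps.

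In the pattern tests, Lactobacillaceae in the pattern without change had an adjusted p-value of 1 in EAE against naïve mice (the paper's: 1.93e-8) and of 1 in EAE against CFA mice (the paper's: 2.85e-8), and no alternative closed these gaps. For “0,0,-1,-1,-1” in EAE against naïve mice it was 4.80e-08 against the paper's 1.54e-6, a gap that DESeq2 (0.000727) and a background of tested ASVs (3.68e-08) did not close. Total counts, chosen for these tests after seeing the data, closed it (2.02e-06). For “0,0,-1,-1,0” in EAE against CFA mice it was 6.30e-20 against the paper's 3.75e-11, and none closed it (DESeq2 1.82e-13).

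The community with most Lactobacillaceae had adjusted p-values of 2.42e-29, 1.34e-27 and 1.21e-28 in the naïve, CFA and EAE co-occurrence networks, against the paper's 6.163e-28, 2.269e-26 and 6.880e-22, and of 1 in the EAE mutual exclusion network, against the paper's 6.665e-8. None of the alternatives closed these gaps. Edges in a single community numbered 6 between Lachnospiraceae and Lactobacillaceae in EAE mice (the paper's: 17), 0 between Lactobacillaceae and Ruminococcaceae in CFA mice (the paper's: 6) and 0 in EAE mice (the paper's: 6), and 2 between Eubacteriaceae and Lactobacillaceae in EAE mice (the paper's: 19). The networks of 14, 19 and 29 dpi gave 1 Lactobacillaceae and Ruminococcaceae edge in EAE mice and a second seed gave 4 Eubacteriaceae and Lactobacillaceae edges, and no alternative closed these gaps.

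Other results disagree with statements of the paper. The paper states that alpha diversity is lower in EAE mice, and of 30 comparisons of EAE mice after immunization 0 passed adjustment. At an unadjusted p-value under 0.05, 2 were lower, both against CFA mice at 14 dpi, the Simpson (exact permutation test, p = 0.0346) and Inverse Simpson metrics (p = 0.0325). When 1 EAE mouse at a time was left out, this was lost in 2 of 5 tests of the Simpson metric. For the Inverse Simpson metric it was lost in 3 of 5. With 54 comparisons in all, a single one at the smallest possible p-value would reach an adjusted p of 0.117. It states that the Inverse Simpson metric was more variable in EAE mice, and its spread was larger than in naïve mice by 2.20, 3.05, 7.13 and 1.57 at 8, 14, 19 and 29 dpi and by 3.29 over 14 to 29 dpi, the paper's direction, but none of these differences had p under 0.05 (exact permutation tests, p = 0.755, 0.593, 0.424, 0.887 and 0.420), and at -2 dpi it was already larger by 3.26 (p = 0.517). The paper lists Lachnospiraceae among families that expanded, and it was not called higher in EAE than in naïve mice under any setting. It was called lower by DESeq2 at 29 dpi (log2 fold change -1.60, adjusted p = 0.0435), and lower than in CFA mice by edgeR at 14 dpi (-1.71, adjusted p = 0.0330, but in only 2 of 5 fits that left out 1 EAE mouse, adjusted p = 0.0325 to 0.0715) and by DESeq2 at 19 and 29 dpi (adjusted p = 0.0395 and 0.0274). Its mean percent in EAE mice was 17.5 at -2 dpi and 22.1, 20.5 and 22.4 at 8, 19 and 29 dpi. At 14 dpi it lay under that of -2 dpi. Naïve mice had 18.0 at -2 dpi and 23.0, 21.0 and 22.1 at 8, 19 and 29 dpi. No test of the change in percent within EAE mice is given here. The paper gives the start of the Lactobacillaceae decrease as a later day than 8 dpi, where it was called here in EAE against naïve mice (log2 fold change -2.54, adjusted p = 0.0301 in edgeR's test), but not under total counts (adjusted p = 0.434) or only the groups compared (adjusted p = 0.0671). The percent of counts, which the paper's statement is about, did not differ at 8 dpi from naïve mice (exact permutation test, p = 0.169) or from -2 dpi (paired exact sign-flip test, p = 0.0938). Both tests include mouse 555 with 39.5%, and without it p was 0.0606 (exact permutation test) and 0.0625 (paired exact sign-flip test), the smallest 5 mice allow, with 5 of 5 mice lower than at -2 dpi, so the percent leaves open whether the decrease began by 8 dpi. In edgeR's test the change since -2 dpi at 8 dpi had an adjusted p of 0.0803, and it was called with only the groups compared (log2 fold change -2.43, adjusted p = 0.00320), but not with total counts (adjusted p = 0.516), DESeq2 (adjusted p = 0.130), no filter (adjusted p = 0.0913) or the mouse number as replicate block (adjusted p = 0.0550). The paper lists Clostridiaceae as higher in EAE than in naïve mice, and no setting of the differential abundance test called it (adjusted p at least 0.210 in edgeR's test). Its percent of counts was higher than in naïve mice at 14 dpi by 5.56 points and at 29 dpi by 6.21 points (exact permutation tests, adjusted p = 0.00938 and 0.0422). It lists Mycoplasmataceae and Mycoplasma, which DESeq2 called at 14 dpi (adjusted p = 0.00751 and 0.00284) and 19 dpi (adjusted p = 0.00594 and 0.00429) against naïve mice and edgeR did not. Against CFA mice, edgeR called Mycoplasmataceae at 14 dpi (adjusted p = 0.0351), in 4 of 5 fits that left out 1 EAE mouse, and DESeq2 called Mycoplasma at 14, 19 and 29 dpi (adjusted p = 0.0403, 0.00275 and 0.00505). Ruminococcaceae was called at 14 and 29 dpi, and with total counts at 8 dpi (adjusted p = 0.0166) and 19 dpi (adjusted p = 0.0250) as well. The call at 29 dpi was lost with DESeq2 (adjusted p = 0.647) and with only the groups compared (adjusted p = 0.243). Clostridiales vadinBB60 was called lower at 8 and 19 dpi, with DESeq2 also at 14 dpi (adjusted p = 1.27e-11), and at 29 dpi under no setting. The call at 8 dpi was lost with only the groups compared (adjusted p = 0.0935). Lactobacillus at 8 dpi against naïve mice and at 29 dpi against CFA mice was called by DESeq2 (adjusted p = 0.00476 and 0.0270) and not by edgeR, and so was Marvinbryantia against naïve mice at 19 dpi (adjusted p = 0.0123) and Clostridium sensu stricto 1 at 8 dpi (adjusted p = 0.00372).

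The paper describes the taxa it names as unchanged before immunization in EAE mice. At -2 dpi, Muribaculum in EAE against CFA mice was called with total counts (adjusted p = 0.0389), DESeq2 (adjusted p = 6.53e-05) and no filter (adjusted p = 0.0246). DESeq2 called Clostridiales vadinBB60 (adjusted p = 6.83e-08) and Ruminiclostridium (adjusted p = 4.86e-07) against naïve mice, and Ruminiclostridium against CFA mice (adjusted p = 4.55e-08). For single ASVs of Peptostreptococcaceae, DESeq2's calls and the paper's own pattern against CFA mice both include a lower abundance at -2 dpi.

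The paper gives Lactobacillaceae in “0,-1,-1,-1,-1” for EAE against naïve mice, which DESeq2 gave (adjusted p = 3.34e-26) and edgeR did not. For EAE against CFA mice, “0,0,-1,-1,-1” was associated with DESeq2 (adjusted p = 1.15e-09) and not with edgeR. The paper gives Peptostreptococcaceae in “0,1,1,1,1” against naïve and “-1,1,1,1,1” against CFA mice, which DESeq2 gave (adjusted p = 0.00216 and 0.000124) and edgeR did not. It gives L. johnsonii/taiwanensis in the pattern without change, and its adjusted p-value was 1 under every setting.

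The paper finds Lactobacillaceae in the mutual exclusion network of EAE mice alone, and here they held 22, 27 and 4 nodes of the naïve, CFA and EAE mutual exclusion networks. This depends on the setting: with edges in at least 3 measures they held 0, 1 and 1 nodes, with samples at 14, 19 and 29 dpi alone 28, 27 and 0, and with primer variants merged, chosen after seeing the data, 0 in each. With ASVs in at least 6 samples they held 9, 12 and 10, with 1000 edges per end 23, 28 and 12, and with a second random seed 21, 28 and 11. It gives Oscillospiraceae, Prevotellaceae and Ruminococcaceae as partners of Lactobacillaceae in EAE mice. Here none of these shared a co-occurrence edge with them, and Ruminococcaceae shared 7 and Oscillospiraceae 1 mutual exclusion edges. Of the partners the paper gives in the EAE mutual exclusion network, Eubacteriaceae, Lachnospiraceae, Prevotellaceae and Verrucomicrobiaceae shared none here. The paper describes Verrucomicrobiaceae in the CFA network, where the family had 0 nodes. It places Lactobacillaceae nodes of EAE mice in more than 1 community, and here all 27 lay in 1 community, whereas a second random seed, 3 measures and ASVs in at least 6 samples each placed 3 in another. Samples of 14, 19 and 29 dpi alone gave 7 such nodes, 6 in 1 community and 1 in another.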

Other observations

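The regroupings of mice at the family and genus ranks and the test of pairs across the change in mouse numbers were chosen only after the result was seen, and the other tests below before. Groupings of the mice of 2 treatments into groups of the same sizes were compared with the real one, which is included in each count, and within treatments the days of each mouse were shuffled.

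Over 8 to 29 dpi, as many families were called in 1 of 100 groupings for EAE against naïve, 1 of 100 for EAE against CFA and 1 of 100 for CFA against naïve mice. Within treatments, the numbers were 37 of 100 for naïve, 3 of 100 for CFA and 1 of 100 for EAE mice. At -2 dpi they were 100 (where 0 families were called), 4 and 2 of 100 for the 3 comparisons between groups. For genera the numbers were 1, 1 and 1 of 100 between groups, 36, 2 and 1 of 100 within naïve, CFA and EAE mice, and 61, 1 and 1 of 100 at -2 dpi. Because mice were regrouped at all days together, low counts at -2 dpi can also come from treatments mixed at later days. For ASVs, as many were called in 1 of 30 groupings for each comparison between groups, in 2 of 30 within naïve, 1 of 30 within CFA and 4 of 30 within EAE mice. Calls within naïve mice at each rank, the call of a genus in EAE against naïve mice at -2 dpi and calls of ASVs within EAE mice therefore cannot be told apart from other groupings of the same samples.

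Of the networks from 100 groupings of EAE and naïve mice, 84 had a difference in mutual exclusion edges at least as large as that between the naïve (154) and EAE (17) networks, 137 edges, and 11 had a difference in the share of co-occurrence edges between families at least as large as 16.1 points (34.5% and 18.4%). Groups that mix EAE and naïve mice also hold the differences between treatments, and the median difference in mutual exclusion edges of the other groupings was 401, more than the edges of both real networks. These groupings therefore do not show whether the difference in mutual exclusion edges is notable, and for the share between families, 11 of 100 leaves it open. With primer variants merged, chosen after seeing the data, edges within families made up 45.7% of naïve and 48.8% of EAE co-occurrence edges. The larger share between families in EAE mice was then not seen.

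Most co-occurrence edges joined primer variants, that is, ASVs with the same sequence between the primers. Of the pairs of primer variants, 45.3%, 46.5% and 35.1% were co-occurrence edges in naïve, CFA and EAE samples, against 1.05%, 1.15% and 1.17% of other pairs. The median r of all 3680 such pairs was -0.0280, against -0.0360 for 43669 other pairs of a family, but a median over all pairs does not decide on those that form edges. Such pairs made up at most 6.75% of all pairs of ASVs in a network, which does not account for 61.1% to 75.7% of edges. Primer bases specific to families were tested by the share of the most frequent primer bases, which in Lactobacillaceae and the other families differed 1.47-fold, under the 1.5-fold set for the test. The edges cannot be told apart from variants that the degenerate primer makes of 1 sequence, and no biological explanation was tested. Because the ASVs of such an edge differ only at bases of the primers, these edges do not show interactions between different microbes.

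The Shannon metric over 14 to 29 dpi was higher in EAE than in naïve mice only with primer variants merged. At the lowest total, 9202 counts, the difference was 0.410 (exact permutation test, p = 0.0455), so depth does not account for it. The number of variants per sequence had a Spearman's rho of 0.741 with the percent of Lactobacillaceae over 12 mice, but 0.657 in EAE and -0.771 in naïve mice alone, so an effect of the number of variants per sequence cannot be told apart from one of treatment.

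EAE samples with the same subject number in the sample table shared more sequences than others (one-sided permutation test, p = 0.0033), but 22 of these 56 pairs have the same number in the labels too, and by label the p-value was 0.0017. For the 34 pairs across the change in numbers alone it was 0.144 (exact one-sided permutation test over 720 assignments). Shared sequences therefore leave open whether the mice of -2 and 8 dpi are those of later days. The deposited sample table links 588, 589, 591, 593, 594 and 595 to 550, 551, 553, 555, 556 and 557. Both sets run in the same order with the same gaps between numbers. Naïve and CFA samples of the same mouse, tested in this way, had p = 0.0803 and 0.0083 (one-sided permutation tests).

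Within groups and days, PC1 had a Spearman's rho of 0.160 with total counts, so PC1 did not follow library size among samples of a group. This does not test single samples of low depth.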
